# Subtracted Diversity Array Identifies Novel Molecular Markers Including Retrotransposons for Fingerprinting *Echinacea* Species

**DOI:** 10.1371/journal.pone.0070347

**Published:** 2013-08-05

**Authors:** Alexandra Olarte, Nitin Mantri, Gregory Nugent, Edwin C. K. Pang

## Abstract

*Echinacea,* native to the Canadian prairies and the prairie states of the United States, has a long tradition as a folk medicine for the Native Americans. Currently, *Echinacea* are among the top 10 selling herbal medicines in the U.S. and Europe, due to increasing popularity for the treatment of common cold and ability to stimulate the immune system. However, the genetic relationship within the species of this genus is unclear, making the authentication of the species used for the medicinal industry more difficult. We report the construction of a novel Subtracted Diversity Array (SDA) for *Echinacea* species and demonstrate the potential of this array for isolating highly polymorphic sequences. In order to selectively isolate *Echinacea*-specific sequences, a Suppression Subtractive Hybridization (SSH) was performed between a pool of twenty-four *Echinacea* genotypes and a pool of other angiosperms and non-angiosperms. A total of 283 subtracted genomic DNA (gDNA) fragments were amplified and arrayed. Twenty-seven *Echinacea* genotypes including four that were not used in the array construction could be successfully discriminated. Interestingly, unknown samples of *E. paradoxa* and *E. purpurea* could be unambiguously identified from the cluster analysis. Furthermore, this *Echinacea*-specific SDA was also able to isolate highly polymorphic retrotransposon sequences. Five out of the eleven most discriminatory features matched to known retrotransposons. This is the first time retrotransposon sequences have been used to fingerprint *Echinacea*, highlighting the potential of retrotransposons as based molecular markers useful for fingerprinting and studying diversity patterns in *Echinacea*.

## Introduction

*Echinacea* (family: Asteraceae) is a North American genus that is widely recognized for its medicinal uses. The species of this genus, particularly *E. angustifolia* DC., have been traditionally used by the Plain Indians for relieving toothache, coughs, colds, sore throats, snakebites and as a painkiller [1]. Contemporarily, *Echinacea* has been recognized for its ability to stimulate the immune system and to effectively moderate the incidence, duration and severity of symptoms associated with common cold [2]–[4].

*E. angustifolia*, *E. purpurea* (L.) Moench. and *E. pallida* (Nutt.) Nutt., are the three main species commonly used for extracts or whole-plant products in the herbal medicine industry. In Australia where is reported that 50% of the population uses complementary and alternative medicine; the annual consumption of *E. purpurea* in 2000 was 80MT, 15 to 20MT of *E. angustifolia* and 1MT of *E. pallida* [4]. More recently, increases in the 2009 sales on *Echinacea* supplements (11.26% in the natural and health food channels) were seen in the United States as a possible consequence of the global concern for the Influenza A (H1N1) virus [5]. This increase in the demand seen over the last decades has created several problems for trade regulation, especially enforcing the sale of authentic species. Identification of correct species is still problematic due to morphological similarities between species and to the introduction of wild collected seeds into cultivation without proper authentication [6]. In Europe for example, cultivated *E. pallida* was sold as *E. angustifolia* as a result of the high morphological variability found within populations which made difficult the use of the identification keys proposed by McGregor’s taxonomic classification [7].

McGregor’s taxonomical classification, established in 1968, recognized nine species and four varieties of *Echinacea* [8]. However, this classification has inconsistencies among the descriptions that present practical difficulties when using his keys [7]. A revision of this classification [7] recognized four species and eight varieties based on morphometric analyses. Although both classifications are based on relatively minor differences among characters; McGregor’s classification continues to be widely used by botanists and herbalists until other studies are capable of providing greater support for re-classification. Similarly, for commercial purposes, the classification proposed by McGregor is still being employed since any re-labeling of the *Echinacea* products will bring cost to the industry and will create a confusion among the customers [9]. For this study, we also used McGregor’s classification as a reference.

Molecular fingerprinting has been employed to find independent support for the morphology-based classifications; however these results are also contradictory. For example, Amplified Fragment Length Polymorphism (AFLP) markers have been employed to fingerprint all species in this genus [10], [11]. The first study [10] found two major clades, one containing *E. purpurea, E. sanguinea* Nutt. and *E. simulata* McGregor. and the other containing the remaining species. Their data indicated that all *Echinacea* taxa are closely related as shown by McGregor. In contrast, the second AFLP study [11] found support for classification of *Echinacea* into four species as proposed by Binns’s classification but could not support their classification in eight varieties. The discrepancy between these two studies can probably be attributed to the primer combination used and the number of individuals sampled.

Phylogenetic studies have also been performed for this genus; however they were unable to resolve the species-level relationships due to the low levels of molecular divergence found in the selected loci. For instance, the sequence divergence of two chloroplast (*trn*S and *trn*G) and three nuclear loci [*Adh* (alcohol dehydrogenase), *Ces*A (cellulose synthase) and *GPAT* (3-phosphate acetyltransferase)] were unable to provide a resolved topology or congruent hypotheses about species-level relationships [12]. In addition, sequence divergence of the internal transcribed spacer (ITS) and intervening 5.8S regions was found low (0.18% to 3.2%) within *Echinacea* species. Interestingly, several species had identical ITS-2 sequences [13]. Therefore, different molecular studies have also been unable to completely resolve the relationships among *Echinacea* species.

In order to clarify the genetic relationships within this genus, there is a need for molecular techniques that are not only able to clearly distinguish species and varieties but which are also able to overcome the main limitations of polymerase chain reaction (PCR)-based techniques, i.e., the assumption that co-migrating fragments are homologous. Previous AFLP studies have indicated that this assumption is not always valid since it was found that co-migrating polymorphic bands from different species and varieties of *Echinacea* were not homologous [14]. This is a significant disadvantage and therefore the data obtained from these techniques are usually inappropriate for phylogenetic studies.

A new technique called Subtracted Diversity Array (SDA) combines an alternative Suppression Subtractive Hybridization (SSH) approach with high-density microarray to increase the chances of finding polymorphic features [15], [16]. The alternative SSH involves the pooling of gDNA representations and single subtraction instead of making multiple pair-wise subtractions between the species as proposed by other subtraction techniques [17]. Multiple pair-wise subtractions could be costly and time consuming; for example, a total of four subtractions had to be performed in order to fingerprint only six *Dendrobium* species [18]. Furthermore, SDA could potentially be a superior technique for assessing the genetic relationships among *Echinacea* species since it does not require previous DNA sequence information and has shown to be capable of differentiating closely-related species of the same genus [19], [20]. For instance, the first genera-specific SDA, constructed by a stringent subtraction between a pool of *Salvia* species and a pool of angiosperms and non-angiosperms, was able to fingerprint 15 *Salvia* genotypes and to construct a hierarchical cluster that was consistent with the geographical origin of the species [20]. Thus, this technique has the ability to selectively isolate polymorphic *Echinacea*-specific sequences.

Furthermore, the molecular profile obtained with the SDA could be employed for the identification of potential molecular markers that could be genotype-specific or that could be associated with the bioactive compound content. There is a recent study [21], in which metabolite profiles for 40 lines of *Echinacea* were generated by high performance liquid chromatography (HPLC). The lines analyzed represented a broad geographical and morphological background and were also used in the phylogenetic study described above [12]. It will be of interest to use these same lines to develop the molecular profiles with the aim of identifying potential molecular markers associated with the production of bioactive compounds and to compare if there is any resemblance among the dendrograms obtained with molecular and chemical analyses. This study reports the construction of an *Echinacea-*specific SDA and demonstrates its ability to assess the genetic relationships among *Echinacea* genotypes. Additionally, we identified potential nuclear molecular markers five of which were recognized as retrotransposons.

## Materials and Methods

### Plant Material

In order to develop a gDNA representation for the subtraction, DNA from a total of 143 species including angiosperms and non-angiosperms were soured **(Table S1)**. Non-angiosperms were collected from Toolangi State Park, Victoria (Australia) and identified [22]. The permit to collect protected flora was granted by Department of Sustainability and Environment. Angiosperms were obtained only from verified nursery species; a total of 118 species were sourced to represent all angiosperm clades.

Additionally, a total of 24 lines were used to represent the *Echinacea* genus. Five *Echinacea* species, as mentioned by McGregor, (*E. angustifolia*, *E. paradoxa* (Norton) Britton, *E. pallida*, *E. purpurea* and *E. tennesseensis* (Beadle) Small.) were obtained from three different sources. The other four species (*E. atrorubens* Nutt., *E. laevigata* (Boynton & Beadle) Blake, *E. sanguinea*, *E. simulata*) could not be obtained as quarantine restrictions prevented importation into Australia**.** Nineteen of the 24 lines were selected from the germplasm collection of the U.S. National Plant Germplasm System maintained by the USDA-ARS North Central Regional Plant Introduction Station (NCRPIS) **(** **Table 1** **)**. These 19 lines were previously used in two independent studies [12], [21]. The other remaining lines were obtained from Botanical Resources Australia (Tasmania) and from verified specimens from a specialized plant nursery (The Diggers Club, Dromana Victoria) **(** **Table 1** **)**.

**Table 1:** Description of the *Echinacea* species used for DNA extraction and development of genome representations.

Taxon (McGregor, 1968)^a^	Accession numberb,c,d	Abbreviation^e^
***E. angustifolia*** ** DC.**	PI631267 (OK)	ang 267
***E. angustifolia*** ** DC. var. ** ***angustifolia***	PI631272 (OK)	ang-ang 272
	PI631285 (IA)	ang-ang 285
	PI631318 (KS)	ang-ang 318
***E. angustifolia*** ** DC. var. ** ***strigosa*** ** McGregor**	PI631266 (OK)	ang-str 266
	PI631320 (OK)	ang-str 320
***E. pallida*** ** (Nutt.) Nutt.**	PI631275 (OK)	pal 275
	PI631290 (IA)	pal 290
	PI631293 (AR)	pal 293
	PI631296 (MO)	pal 296
	PI631315 (NC)	pal 315
	“Hula dancer”^c^	N/A
***E. paradoxa*** ** (Norton) Britton var. ** ***neglecta*** ** McGregor**	PI631263 (OK)	px-neg 263
	PI631264 (OK)	px-neg 264
	PI631265 (OK)	px-neg 265
***E. paradoxa*** ** (Norton) Britton var. ** ***paradoxa***	PI631301 (MO)	px-px 301
	PI631321 (MO)	px-px 321
***E. purpurea*** ** (L.) Moench**	PI631307 (MO)	pur 307
	PI631313 (NC)	pur 313
	PI633669 (LA)	pur 669
	“Double Decker”^c^	N/A
	“White purpurea”^c^	N/A
	“purpurea” c	N/A
***E. tennesseensis***	*E. tennesseensis* d	N/A
**Putative hybrid. ** ***E. paradoxa*** ** var. ** ***paradoxa*** ** and ** ***E. pallida*** a	PI631294 (AR)^a^	hyb 294
***E. angustifolia*** a	Plot 9a,d (OR)	ang plot 9
***E. pallida*** a	Plot 5a,d (Germany)	pal plot 5
***E. purpurea*** a	Plot 10009a,d. (Commercial crop )	pur plot 10009

Notes: AR, Arkansas; IA, Iowa; KS, Kansas; LA, Louisian a; MO, Missouri; NC, North Carolina; OK, Oklahoma; OR, Oregon; SC, South Carolina; TN, Tennessee; VA, Virginia.

a *Echinacea* not included in the SDA development.

b *Echinacea* with PI accessions numbers were obtained from the germplasm collection in the U.S. National Plant Germplasm System.

c *Echinacea* verified specimens obtained from a specialized plant nursery (The Diggers Club. Dromana VIC).

d *Echinacea* obtained from the Botanical Resources Australia (Tasmania).

e The abbreviated names are used to refer to the accessions in the figures.

### DNA Extraction and Development of Tester and Driver Pools

Total DNA was extracted following our previously described method [20] which combines a modification of the standard CTAB (cetylmethylammonium bromide) procedure with an additional clean up performed using the DNeasy® column of the DNeasy® Plant Mini Kit (Qiagen). Subsequently, all DNA samples were pooled based on the Angiosperm Phylogeny Group (2009) classification [23] in order to obtain representations of the following seven groups: all *Echinacea* species (subtraction pool), Asterids (excluding Asteraceae), non-angiosperms, Monocots, Magnoliids, Rosids, and Eudicots not belonging to the Rosids or Asterids (Eudicots and Core Eudicots) **(** **Table 1** **and S1)**. About 10 µg of DNA was bulked for each representation, with each pool having equal amounts of gDNA per species. Subsequently, each pool was separately concentrated using the DNeasy® column of the DNeasy® Plant Mini Kit (Qiagen). The concentration and purity of the DNA pools were evaluated spectrophotometrically whilst the quality/integrity was assessed by 1.5% agarose gel electrophoresis.

### Subtraction, Library and SDA Construction

The method used for subtraction, library and microarray construction was prepared using our previously described method [16].

Subtraction was performed using the PCR-Select™ Bacterial Genome Subtraction Kit (Clontech), following the manufacturer’s protocol. The *Echinacea* pool (tester) was prepared by mixing equal amounts of DNA extracted from the 24 genotypes mentioned above. The driver pool was formed by bulking 700 ng of each non-*Echinacea* representation [Asterids (excluding Asteraceae), non-angiosperms, Monocots, Magnoliids, Rosids, and Eudicots not belonging to the Rosids or Asterids (Eudicots and Core Eudicots)] **(Table S1)**. It is important to note that the two subtraction hybridizations were performed using a tester:driver ratio of 1∶60.

The subtracted product was then purified using the QIAquick PCR Purification Kit (Qiagen). Then, approximately 100 ng of the purified PCR products were ligated into the pGEM®-T Easy vector (Promega) and transformed into heat-shock competent *Escherichia coli* JM109 (Promega) according to the user manual. Positive transformation was determined by PCR amplification of the cloned insert using the nested primers from the subtraction kit. A total of 283 positive recombinant *E. coli* clones were finally diluted in one volume of sterile glycerol and stored at −70°C.

The 283 *Echinacea*- specific DNA clones were amplified in 100 µl PCR reactions using nested primers 1 and 2R (Clontech). The template used for the amplification was obtained by mixing 10 µl of bacterial cell culture with 10 µl of MilliQ water and then heated at 100°C for 10 min to disrupt the cells and release the plasmid DNA. Then 1.5 µl of this sample was used as template. After amplification, PCR products were precipitated in 96% ethanol and 3 M sodium acetate (pH 5.2). The precipitation was carried out at −20°C overnight. The pellets obtained were washed with 70% ethanol, air dried and resuspended in 10 µl of 50% DMSO.

The 283 clones together with the controls were gridded on Corning® GAPS II coated slides (Corning Incorporated Life Sciences, Acton, MA) using a BioRobotics® MicroGrid II Compact arrayer (Genomic Solutions) at RMIT University, Australia. The positive controls included three housekeeping genes (ribulose-1,5-bisphosphate carboxylase/oxygenase, ribosomal RNA and chlorophyll a/b binding protein) sourced from *Cicer arietinum* [24]. A single printed slide was used to perform two hybridization experiments, where each hybridization reaction was tested with 5 sub-arrays (each sub-array composed of the 283 clones and 17 controls).

### Target Synthesis and SDA Hybridization

The SDA was firstly validated by performing separate hybridizations with the biotin-labeled DNA from the *Echinacea* (tester) and non-*Echinacea* (driver) pools. Subsequently, fingerprints of each *Echinacea* genotype were obtained by hybridizing their biotin-labeled DNA to the array. Labeling of the targets and hybridization of the microarray slides were mainly performed as described in our previous method [20]. However, slight modifications were performed. Hybridization of the biotin-labeled DNA of each *Echinacea* accession was performed at 47°C, instead of the 42°C, to facilitate a higher level of discrimination between the lines. Further, all hybridizations were performed with five technical replicates (sub-arrays) and two biological replicates, for a total of ten data points per array feature.

After hybridization, the coverslips were removed and the slides were washed once in 1 x SSC and 0.1% SDS at 37°C for 8 min, once in 1×SSC and 0.1% SDS at 40°C for 5 min, once in 0.1×SSC and 0.1% SDS at 35°C for 5 min and once in 0.1×SSC at 35°C for 5 min. Subsequently, detection of the biotinylated DNA targets bound on the array was performed by a protocol modified from Mirus Label IT® µArray® Biotin Labeling Kit [25]. Briefly, the slides were washed once in 6×SSPE-T buffer (0.9 M NaCl, 0.06 M NaH_2_PO_4_·H_2_O, 0.006 M EDTA, 0.005% Triton X-100, pH 7.4) at room temperature for 5 min. Subsequently, the detection solution (0.8 µl of 25 µg/µl of BSA, 0.5 µl of 0.8 µg/µl streptavidin-labeled Cy^TM^3 dye (Amersham Pharmacia, UK), made to 200 µl with 6×SSPE-T) was applied to the wet surface of the slide and covered by a 25×60 mm lifter coverslip (Grale Scientific, Australia) to evenly distribute the solution. The slides were incubated at 37°C for 40 min in a waterproof hybridization chamber in the dark. Finally, the slides were washed three times in 6×SSPE-T buffer for 5 min, rinsed with deionized water and dried with an air gun.

A total of 27 genotypes were fingerprinted; 23 of which were used to construct the subtraction pool (excluding *E. purpurea* “Double Decker”) and four additional genotypes that were not used for the SDA construction **(** **Table 1** **)**.

### Scanning and Data Analysis

The scanning and data analysis were performed as described [20]. Slides were scanned with a ScanArray Gx (PerkinElmer Life and Analytical Sciences, Downers Grove, IL) microarray scanner in conjunction with the supplied software. The slides were scanned with a resolution of 10 µm at 532 nm (Cy3, green laser) and at 50% photomultiplicator (PMT) gain whilst keeping background noise low. The scanned array was quantified using PerkinElmer ScanArray Express software v 4.0. The program individually quantified the signal intensity of each spot using adaptive circle method and normalized the data using the LOWESS function. Local background was subtracted during quantitation. The signal-to-noise ratio obtained for each spot was considered to have the most accurate background correction since it also accounted for variations in background intensity over the array. Quantified data was exported to Microsoft Excel (Microsoft) and abnormal spots that were not automatically flagged by the software were flagged manually.

Data analysis included the calculation of the mean signal-to-noise ratio (mean signal intensity) for each feature between the five technical replicates, normalization across the slides and combination (average) of the biological replicates to produce a single value per feature. This entire data set has been deposited in Gene Expression Omnibus (GSE44683).

The data set was then transferred to PASW Statistics 18 to perform a hierarchical cluster analysis of the 27 *Echinacea* genotypes. The dissimilarity dendrogram was generated using the average distance linkage between-groups and Square Euclidian metrics. Additionally, the normalized mean signal intensity was used for principal component analyses (PCA) and correlate bivariate analysis using MINITAB® Release 14.1 and PASW Statistics 18, respectively. These two analyses together with the magnitude of the variance calculated for each feature across the 27 fingerprints were able to distinguish the most discriminatory features useful for fingerprinting.

Data obtained from a previous study [21] on metabolomic profiling of *Echinacea* genotypes was used for correlation analyses with the hybridization data. The relative abundance of 43 lipophilic metabolites in roots from 6-month-old plants was correlated with the normalized mean signal of the full feature set by performing Pearson bivariate correlations (SPSS version 17.0) and regression analysis (Microsoft Excel). The correlations were performed for only **19 lines** that were shared by the two studies.

### Sequencing of Selected most Discriminatory and Species-specific Features

The cloned inserts were re-amplified from the corresponding isolated plasmids using SP6/T7 primers. Amplification products were bi-directionally sequenced at Macrogen Inc. (Korea). Vector and primer sequences were removed and nucleic acid and protein homology searches were performed using blastN and blastX programs through the National Center of Biotechnology Information (www.ncbi.nlm.nih.gov/BLAST/). All sequences have been deposited in the EMBL Nucleotide Sequence Database (Accession number HF585700 to HF585713).

## Results

### Subtraction Efficiency and Validation of the Microarray

The *Echinacea*-specific microarray was first validated by determining the subtraction efficiency *i.e.*, if the constructed array contained only *Echinacea*-specific sequences. For this, one hybridization with the gDNA pool from 24 *Echinacea* lines (tester pool) and another separate hybridization with the gDNA pool of 142 species representing the non- *Echinacea* angiosperms and non-angiosperms (driver pool) were performed. Eight (3%) positive features were found after hybridizing the driver target with the array, indicating that the subtraction procedure was able to isolate *Echinacea*-specific DNA sequences with 97% efficiency. Based on the above results, it may be implied that the *Echinacea* array had a lower percentage (3%) of sequences homologous to the driver which may represent the non-subtracted sequences.

### Fingerprinting the Twenty-seven *Echinacea* Genotypes

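Genomic DNA of 27 Echinacea genotypes was labeled with biotin and hybridized to a Subtracted Diversity Array, a glass slide printed with cloned Echinacea DNA fragments (features) that remained after sequences shared with other plants had been removed. The genotypes were 7 E. angustifolia, 7 E. pallida, 5 E. paradoxa and 6 E. purpurea lines, 1 E. tennesseensis line and 1 putative hybrid of E. paradoxa var. paradoxa and E. pallida. Each genotype was hybridized 2 times (biological replicates), which gave 54 hybridizations. Each hybridization was read on 5 sub-arrays of 300 spots, of which 17 were controls and 283 were features. The authors deposited the output of the scanner for each hybridization, without normalization, and a table with 1 normalized value per feature and genotype. The values used here were the signal-to-noise ratios of the spots. In 75502 feature spots with a ratio of at least 1, this ratio equaled the median intensity of the spot divided by the standard deviation of its local background, within 1%, so that the background level was not subtracted in it. The median ratio of a hybridization over its feature spots ranged from 5.62 to 43.75. The median of these medians was 16.3 for E. angustifolia, 17.9 for E. pallida, 16.1 for E. paradoxa, 11.9 for E. purpurea, 10.9 for E. tennesseensis and 40.4 for the hybrid. The scanner software did not find between 1.06% and 16.1% of the feature spots of a hybridization. The header of 2 hybridizations, 1 of pur 669 and 1 of pur 313, gave a PMT gain of 55%, and the others gave 50%. For each feature, spots that the software had found were averaged over the sub-arrays, with a median coefficient of variation of 16.1%. The hybridizations were scaled to the same median over the 283 features and both replicates of a genotype were averaged. This value is the signal strength reported for each genotype here. Pearson's r between the 2 hybridizations of a genotype, across features, which are not independent replicates, ranged from 0.889 to 0.987 with a median of 0.972. The standard deviation of their log2 difference had a median of 0.46 and ranged from 0.22 to 0.70. Both hybridizations shared a slide and a hybridization run for 10 genotypes, and lay on different slides and in different runs for 17 genotypes. The number of hybridizations limits the precision of every value. In the authors' table, the column for pur 307 followed the scanner values of pur 313 (r = 0.998 across features) and the column for pur 313 followed those of pur 307 (r = 0.999), while the column of each of the 25 other genotypes followed its own scanner values most closely (lowest r = 0.994). The scanner values were used for all results except where the authors' table is named.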

Fingerprints for twenty-seven *Echinacea* lines were obtained by individually hybridizing their gDNA onto the *Echinacea*-specific array. The fingerprints were representative of five species, namely, *E. angustifolia*, *E. paradoxa*, *E. pallida*, *E. purpurea* and *E. tennesseensis* [8]. Out of the twenty-seven, four fingerprints corresponded to lines (Plot 9, 5, 10009 and accession PI631294) which were not used in the construction of the original subtraction pool from which the subtraction technique was performed (**Table 1**).

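Each of the 54 hybridizations was compared with every other one by the squared Euclidean distance over the 283 features. The nearest hybridization was the other replicate of the same genotype for 20 of the 54, where random pairing gave 1.02 on average (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest value it can give). This number differed between genotypes with both replicates on 1 slide and the other genotypes. It was 16 of 20 hybridizations for replicates on 1 slide. For replicates on 2 slides and in 2 runs it was 4 of 34, where random pairing gave 0.913 (permutation test, p = 0.024). For these 34 hybridizations the number was 2 after scaling to an equal mean (permutation test, p = 0.254), 3 without scaling (p = 0.0571) and 0 after quantile normalization. It was 8 with background-corrected intensities (permutation test, p = 0.0002), 5 on the log2 scale (p = 0.00652) and 5 with the median of the sub-arrays (p = 0.00681). When the same genotype was left out, the nearest hybridization was of the same species for 28 of the 50 hybridizations of the 4 species with several genotypes, against 9.56 under permutation (p = 3e-05). By species, these were 9 of 12 for E. purpurea, 6 of 10 for E. paradoxa, 7 of 14 for E. pallida and 6 of 14 for E. angustifolia. Over the alternatives the total ranged from 20 to 29. It was 20 without scaling (permutation p = 0.00779) and with quantile normalization (permutation p = 0.00365). There E. pallida fell to 2 of 14 and 3 of 14, and with quantile normalization E. angustifolia fell to 1 of 14. E. paradoxa fell to 2 of 10 on the log2 scale, while E. purpurea kept at least 8 of 12. Of the 28 nearest hybridizations of the same species in the main values, 12 lay in the same run, 6 of them for E. purpurea and 4 for E. paradoxa. When only hybridizations of other runs were compared, a choice made after seeing the data, the number was 26 of 50, against 9.53 under permutation (p = 0.00011), with 7 of 12 for E. purpurea and 4 of 10 for E. paradoxa.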

The hierarchical cluster analysis performed using the signal intensities of the 283 features provided a clear differentiation between the twenty-seven *Echinacea* genotypes tested (**Figure 1**). This dissimilarity dendrogram produced ten clusters at the cut off-point of 5. 

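With average linkage between groups on squared Euclidean distances and the last step set to 25, the 27 genotypes formed 17 clusters at a height of 5, of which 11 held a single genotype. A dendrogram has no test of its own, and the count depended on the values used. The alternative that moved it most was no scaling between the hybridizations, with 5 clusters. The number was 25 on the log2 scale and 12 from the authors' table. The dendrogram from biological replicate 2 alone gave 16 clusters, and that from biological replicate 1 alone gave 21.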

Cluster 1 included all genotypes belonging to *E. paradoxa*. 

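The 5 E. paradoxa genotypes lay in 3 clusters. The lines px-neg 263, px-neg 265 and px-px 321 formed a cluster without other species. The hybridizations of each of them were made in runs 14 and 15, as were those of ang-ang 285, which lay in another cluster. The line px-neg 264 was joined with ang 267, ang-str 266 and pal 315, and px-px 301 stood alone. Each of the joined lines had a hybridization in run 14, as had lines of other clusters, such as pal 296 and ang plot 9. Both hybridizations of px-px 301 were made in run 11. A shared run may therefore contribute to this split of E. paradoxa. The smallest branch that held all 5 lines formed at a height of 7.82 and held 7 genotypes of other groups. In the dendrogram from the authors' table, all 5 lines formed 1 cluster without any other genotype, at a height of 4.52.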

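Of the 7 E. pallida and 7 E. angustifolia genotypes, ang 267, ang-str 266 and pal 315 shared a cluster with px-neg 264, and ang-ang 285, pal 296 and pal plot 5 shared another. E. tennesseensis was joined with ang-str 320, and all hybridizations of both were made in the same run. The lines pal 290 and pal Hula dancer formed a cluster of their own. The remaining lines, ang plot 9, ang-ang 272, ang-ang 318, pal 275 and pal 293, each formed a cluster with no other genotype.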

Cluster 2 contained two genotypes of *E. pallida*, two *E. angustifolia* genotypes and *E. tennesseensis.* Cluster 3 and 4 included genotypes from *E. angustifolia* and *E. pallida*. 

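The hybrid hyb 294 formed a cluster of its own, and both of its hybridizations, which were made in 1 run, were nearest to each other. The nearest other genotype of both was ang-ang 285. In the dendrogram from the authors' table, hyb 294 shared a cluster with ang-ang 285 and pal plot 5.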

Cluster 5 contained only the putative *E. paradoxa* var. *paradoxa* and *E. pallida* hybrid. 

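The 6 E. purpurea genotypes lay in 5 clusters, none of which held another species. The lines pur 313 and pur purpurea were joined, and pur 307, pur 669, pur plot 10009 and pur white purpurea each stood alone. Without scaling of the hybridizations the genotypes lay in 3 clusters, 2 of which held other species, and with complete linkage 1 of 3 did.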

Clusters 6 through 10 contained all genotypes belonging to *E. purpurea*.

**Figure 1:**
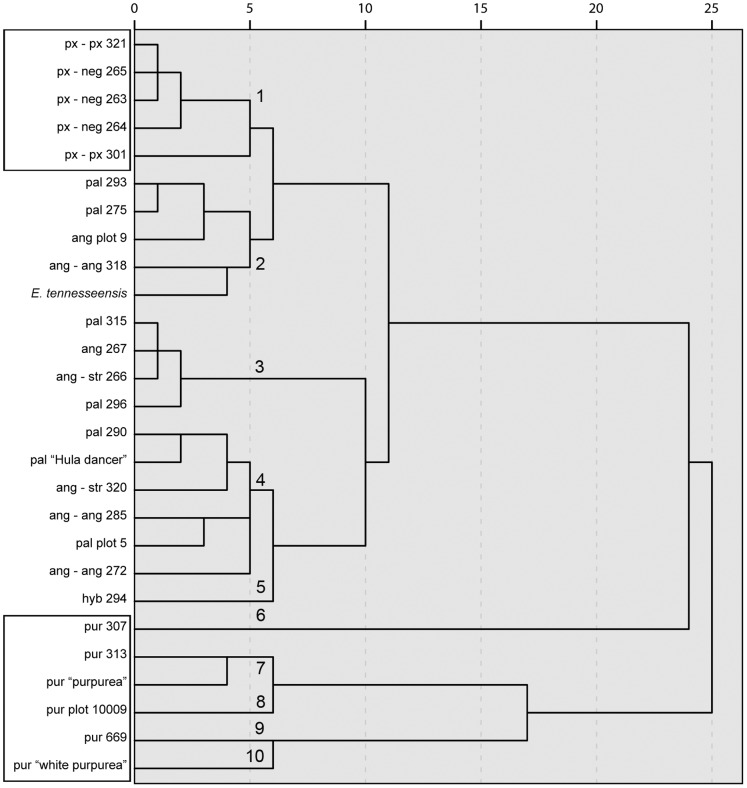
Dissimilarity dendrogram for the SDA hybridization patterns of 27 *Echinacea* genotypes using the 283 features. The steps of the dendrogram (Squared Euclidian distance, between groups linkage) show the combined clusters and the values of the distance coefficients at each step; the values have been rescaled to numbers between 0 and 25, preserving the ratio of the distances between the steps. The equivalents of the abbreviated names used for each of the genotypes are shown in Table 1.

### Identification of the most Discriminatory and Species-specific Features

Identification of the most discriminatory and species-specific features was performed by a series of statistical analyses using the normalized mean signal intensity of the 283 features across the 27 genotypes. Principal components analysis (PCA) was performed in order to identify the features that accounted for most of the variability found across the genotypes. 

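In a principal component analysis, the 283 features were entered as observations and the 27 genotypes as variables, on the correlation matrix. The first component took 93.7% of the variation and the second 2.63%, together 96.3%. In the fits on a single biological replicate, the first component took 91.6% without replicate 1 and 91.7% without replicate 2. The largest change came from entering the genotypes as observations, on the covariance matrix, which removes the mean of each feature. The first component then took 48.2% and the second 14.0%. With the features as observations, the covariance matrix gave 93.6% for the first component.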

Principal component analysis indicated that a high percentage of the variation (96.9%) may be explained by the first two components. The first principal component accounted for 94.7% of the variation and the second component explained only 2.2% of the variation (**Figure 2**). In addition, it was observed that features clustering close to zero had low variance among the populations, whilst the features that were distributed throughout the plot presented the highest variance. 

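Across features, which are not independent replicates, the score on the first component followed the mean signal strength of a feature with r = 0.9998. The variance of a feature across the 27 genotypes also rose with its mean (Spearman's rho = 0.911). The 6 most variable of the 283 features held 56.4% of the total variance, and the 10 most variable held 67.4%.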

Based on this analysis, only the six most distant features from zero on the X axis were chosen (A8, B17, G16, I9, J8, O2) since the first component explains most of the variation.

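The 6 features with the highest score on the first component were A8 (30.2), I9 (27.7), B17 (20.3), O12 (19.4), G16 (19.3) and J8 (17.8). Feature O2 was 7th, with a score of 17.1. Feature O12 also had the largest variance of all features, but its signal strength repeated poorly. The standard deviation of its log2 ratio between the 2 hybridizations of a genotype was 1.14, the largest of the 283 features, against a median of 0.23. The paper reasons that the first component explains most of the variation and therefore chooses the features most distant from zero on this axis.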

**Figure 2:**
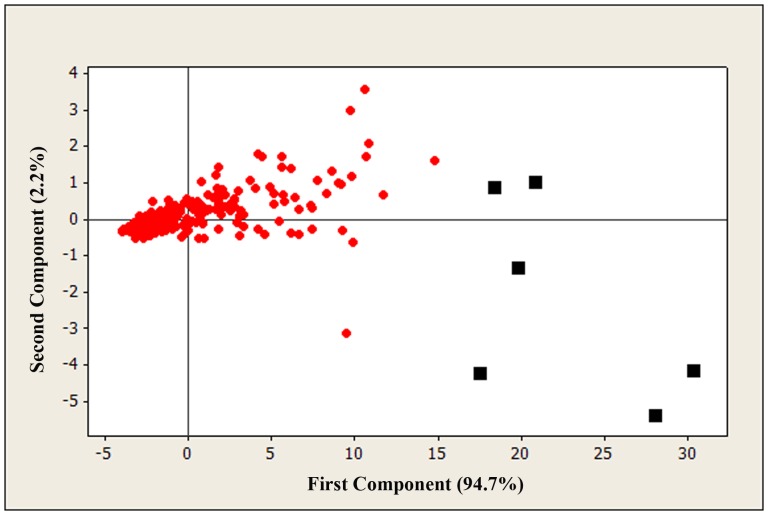
Principal component analysis plot for the 283 features. The first principal component accounts for 94.7% of variation and the second component explained only 2.2% of variation. The squares represent features that account for most of the variability across the genotypes.

Furthermore, the magnitude of the variance for the full set of features was examined across the 27 genotypes. Three species-specific features were identified (B15, C2, M2) that were not previously detected by PCA since they had low means across the fingerprints. These results imply that PCA was only able to detect the features with high variance and high mean, excluding polymorphic sequences in the dataset with high variances and low mean signal intensity among the fingerprinted samples. 

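The mean signal strength over the 27 genotypes was 40.0 for B15, 65.7 for C2 and 90.9 for M2, which placed them at ranks 67, 34 and 18 of the 283 features. By variance they were at ranks 15, 21 and 11. On the first component they were at ranks 218, 34 and 16 by distance from zero.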

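Signal strength of feature B15 was 12.6 ± 1.77 (SD, n = 6) in the E. purpurea genotypes and 47.8 ± 9.63 (SD, n = 21) in the others. For C2 it was 43.8 ± 6.34 (SD, n = 6) and 71.9 ± 7.58 (SD, n = 21), and for M2 it was 60.8 ± 11.7 (SD, n = 6) and 99.4 ± 13.9 (SD, n = 21). For each of these features, every E. purpurea genotype was below every other genotype (exact permutation test of the mean log2 values, two-sided, p = 3.38e-06, the smallest value that 6 against 21 genotypes allow). The study chose B15, C2 and M2 on these samples, so that this test is not independent evidence. In the limma fit over all features, the log2 fold change between E. purpurea and the mean of E. angustifolia, E. pallida and E. paradoxa was -1.97 for B15 (standard error 0.11, adjusted p = 1.29e-13), -0.72 for C2 (standard error 0.079, adjusted p = 8.04e-08) and -0.71 for M2 (standard error 0.096, adjusted p = 1.54e-06). In all the alternatives run, these features stayed lower in E. purpurea and past 0.05, including each biological replicate alone and the fit with the hybridization run as a block. The alternative that moved them most was no scaling, with a log2 fold change of -2.55 for B15. Among the other genotypes, E. tennesseensis had the lowest B15, at 24.8, from 1 genotype. From this low signal strength, the paper reasons that these features separate E. purpurea from the other fingerprinted species.

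**Figure D1:**
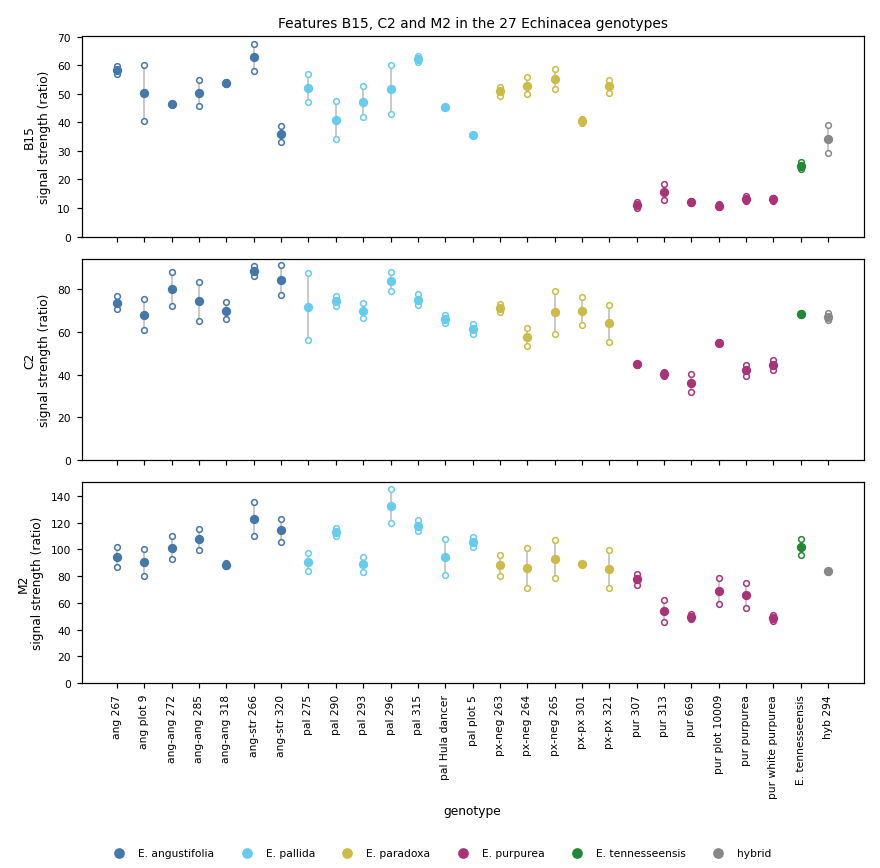
Signal strength (scaled signal-to-noise ratio, vertical axis from 0) of features B15, C2 and M2 in each of the 27 genotypes (horizontal axis), colored by species. Open circles are the 2 hybridizations of a genotype, joined by a line, and filled circles are their mean. All 6 E. purpurea genotypes lie below the means of the 21 other genotypes in each panel.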

The three features identified presented low signal strength for all *E. purpurea* lines analyzed, thus it differentiated *E. purpurea* from the other fingerprinted species.

### Correlation of the Genetic Profile with Metabolic Profiling

The signal strength of each of the 283 features was correlated with each of the 43 lipophilic metabolites identified in the roots of the 19 genotypes shared between the present study and the previous metabolomic profiling [21]. Positive correlation was found between the signal strength of feature H9, L2 and M8 and the relative content of 2,4 diene alkamides and Chen alkamide. In addition, the signal strength of I18 and F15 had significant positive correlations with the relative content of monoene alkamides. Signal of F15 was also found to correlate with ketone 24 **(** **Table 2** **)**.

**Table 2:** Significant correlations among the signal of each of the 283 features and the relative abundance of 43 lipophilic metabolites.

Compound	H9	L2	M8	I18	F15
**Amide 1** a		0.82**			
Sig. (2-tailed)		0.00			
**Amide 2** a	0.65**	0.81**			
Sig. (2-tailed)	0.00	0.00			
**Amide 3** a	0.87**		0.74**		
Sig. (2-tailed)	0.00		0.00		
**Amide 5**				0.54*	
Sig. (2-tailed)				0.02	
**Amide 7** a	0.86**	0.79**	0.75**		
Sig. (2-tailed)	0.00	0.00	0.00		
**Amide 9**				0.57*	
Sig. (2-tailed)				0.02	
**Amide 10** a				0.59**	
Sig. (2-tailed)				0.00	
**Amide 11** a				0.48*	
Sig. (2-tailed)				0.04	
**Amide 12** b				0.49*	
Sig. (2-tailed)				0.03	
**Amide 13** b				0.59**	
Sig. (2-tailed)				0.00	
**Amide 14** b				0.71**	
Sig. (2-tailed)				0.00	
**Amide 15**					0.79**
Sig. (2-tailed)					0.00
**Amide 16** b				0.75**	
Sig. (2-tailed)				0.00	
**Amide 17** b				0.59**	
Sig. (2-tailed)				0.00	
Chen alkamide	0.92**	0.71**	0.70**		
Sig. (2-tailed)	0.00	0.00	0.00		
**Ketone 22**			−0.56*		
Sig. (2-tailed)			0.02		
**Ketone 24**			−0.61**		0.56*
Sig. (2-tailed)			0.00		0.02

a 2,4-diene alkamides.

b Monoene alkamides.

** Correlation is significant at the 0.01 level.

* Correlation is significant at the 0.05 level.

The most significant correlations were found between the signal strength of feature H9 and the content of chen alkamide (r = 0.92; P<0.01), amide 3 (r = 0.87; P<0.01) and amide 7 (r = 0.87; P<0.01). The signal strength of H9 and the content of the amides were the highest for PI631307 and PI631313 lines **(** **Figure 3** **)**, which are the only two *E. purpurea* lines used in both studies. 

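In the scanner values, signal strength of H9 was 25.7 in pur 313, the highest of the 27 genotypes, with 21.3 and 30.1 in its 2 hybridizations. It was 16.9 in pur 307, the lowest of the 6 E. purpurea genotypes, with 18.2 and 15.6 in its 2 hybridizations. The highest genotype of another species was E. tennesseensis, at 16.5, which has no PI number. The paper's statement covers only the lines shared with the metabolite study. Among lines with PI numbers, the highest of another species was ang-str 320, at 15.1, below both pur 307 and pur 313. The difference between pur 307 and E. tennesseensis was smaller than the difference between the 2 hybridizations of either genotype. The metabolite contents came from a separate study and were not used here.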

Similar positive correlations were also found between the signal strength of H9, L2 and M8 and the content of amide 2, 3, 7 and chen alkamide. Furthermore, the signal strength of I18 and content of the amides 14 and 16 were the highest for the *E. angustifolia* var. *angustifolia* genotypes **(** **Figure 4** **)**. This indicates that the signal strength of features H9, L2 and M8 have a similar pattern of variation as the relative content of the amides 2, 3, 7 and chen amide in the two *E. purpurea* genotypes analyzed. Similarly, the signal strength of the feature I18 has a similar pattern of variation as the content of amide 14 and 16 in the *E. angustifolia* var. *angustifolia* genotypes analyzed.

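Signal strength of I18 was 88.5 ± 5.68 (SD, n = 3) in the E. angustifolia var. angustifolia genotypes and 64.9 ± 11.9 (SD, n = 24) in the others, a log2 difference of 0.47 (exact permutation test, two-sided, p = 0.00444). Against the 17 other lines with PI numbers, the log2 difference was 0.48 (exact permutation test, p = 0.00439). The study chose I18 among all features on these samples. These p-values are not adjusted for that choice, so that they are not independent evidence. The values were 93.6 for ang-ang 318, 89.5 for ang-ang 285 and 82.4 for ang-ang 272. The highest of the 27 genotypes was pur white purpurea, at 97.8, and pur 307 was at 82.7. Among the lines with PI numbers, 2 of the 3 var. angustifolia genotypes were above all others. The 2 hybridizations of ang-ang 285 gave 71.0 and 108. Without replicate 2 the log2 difference fell to 0.29 (exact permutation test, p = 0.145).

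**Figure D2:**
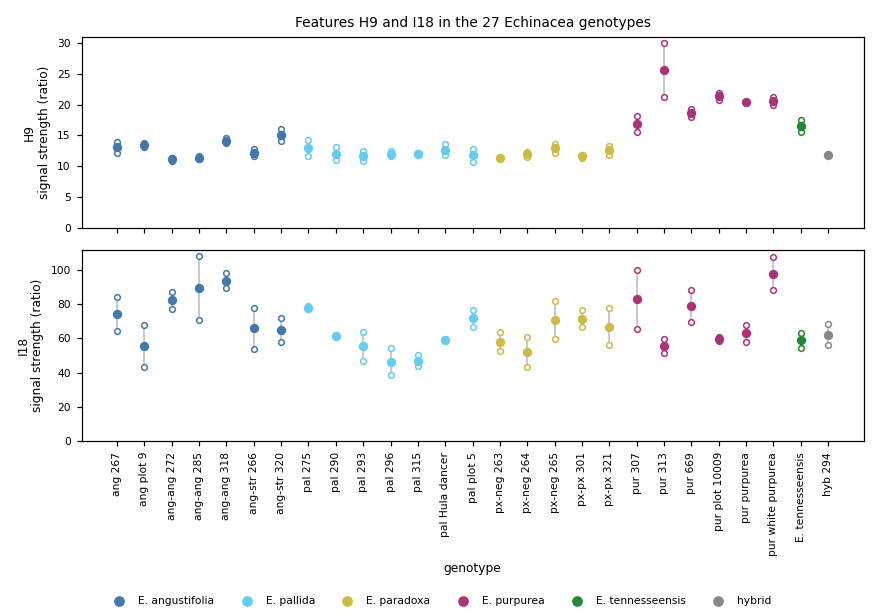
Signal strength (scaled signal-to-noise ratio, vertical axis from 0) of features H9 and I18 in each of the 27 genotypes (horizontal axis), colored by species. Open circles are the 2 hybridizations of a genotype, joined by a line, and filled circles are their mean. For H9 the E. purpurea genotypes lie between 16.9 and 25.7. For I18 the genotypes overlap, with pur white purpurea at 97.8.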

**Figure 3:**
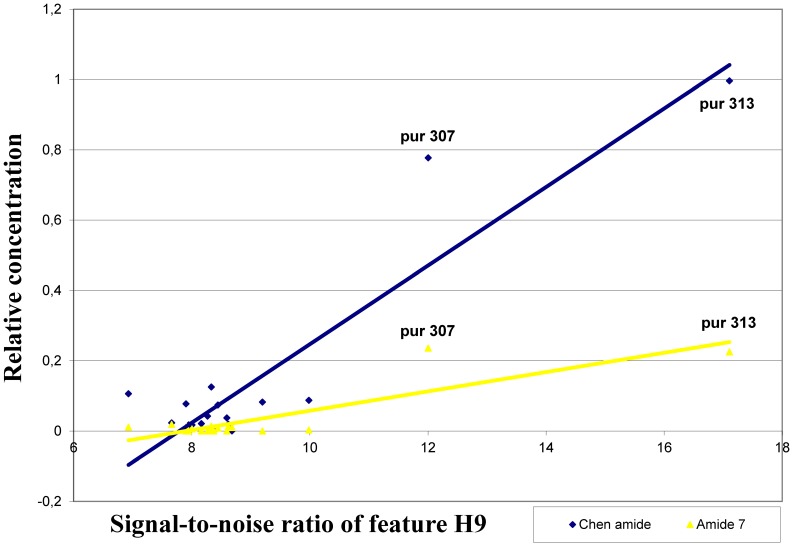
Correlation among the signal strength of feature H9 and the relative content of alkamides. Significant positive correlations are shown for signal strength of feature H9 and the content of chen alkamide and amide 7.

**Figure 4:**
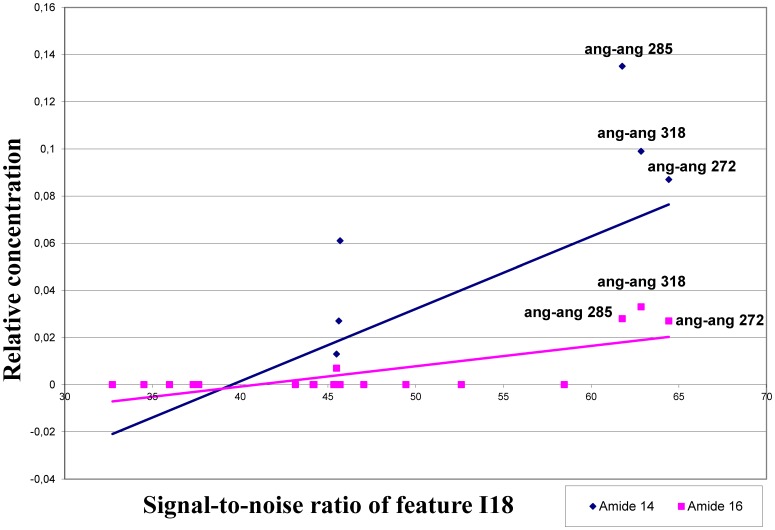
Correlation among the signal strength of feature I18 and the relative content of monoene alkamides. Significant positive correlations are shown for signal strength of feature H9 and the content of amide 14 and 16.

### The Sequence Identity of the most Interesting Features

The amplification products of the six features chosen by PCA and the three species-specific features were sequenced along with the amplification products of the five features whose signal strength was found to be positively correlated to the content of lipophilic metabolites. Five features (C2, G16, I9, J8 and M2) had significant alignments with putative retrotransposon sequences **(** **Table 3** **)**. For the feature I9 [EMBL: HF585707], only 14% of the sequence was found to be 78% identical to a retrotransposon *RIRE1*. While for feature M2 [EMBL: HF585711], 51% of the sequence was found to be 78% identical to a Ty3/*gypsy*-like retrotransposon. Features C2 [EMBL: HF585703], G16 [EMBL: HF585705] and J8 [EMBL: HF585709] significantly matched to the same retrotransposon locus. However, only G16 and J8 sequences partially overlapped by 95 bp as it was found after performing sequence alignment (blastN) of the three sequences. In addition, both of these features were found to have different patterns of variation since no significant correlation was found (r = −0.004, P>0.05) after using correlation bivariate.

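Over the 27 genotypes, signal strength of G16 and J8 had Pearson's r = 0.50 (permutation test with 100000 resamples, two-sided, p = 0.00819, adjusted p = 0.0109 over the 4 pairs of features tested) and Spearman's rho = 0.56 (permutation p = 0.00264, adjusted p = 0.00352). Without the 2 genotypes farthest from the median of G16, pal 275 and pur 669, r was 0.53 (permutation p = 0.00672). Within species, r was 0.70 in E. angustifolia (n = 7, exact permutation p = 0.074), 0.75 in E. pallida (n = 7, exact permutation p = 0.0478) and -0.32 in E. purpurea (n = 6, exact permutation p = 0.57). In the only runs with 6 or more genotypes, r was 0.62 (n = 11, permutation p = 0.0419) and 0.45 (n = 8, exact permutation p = 0.26). The value depended strongly on the scaling between hybridizations. It was 0.19 with an equal mean (adjusted permutation p = 0.345), -0.18 with quantile normalization, 0.074 in the authors' table and 0.94 without scaling. In the fits on a single biological replicate it was 0.13 and 0.31.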

**Table 3:** Predicted locus/function of the 14 sequenced SDA features using blastN program through National Centre of Biotechnology Information (www.ncbi.nlm.nih.gov).

Feature ID	Length (bp)	Matching database entry	Putative identity	E Value
A8^a^	323		No hits	NA
B15^b^	252		No hits	NA
B17^a^	344	EL419699.1	*Helianthus ciliaris* uncharacterized cDNA sequence	2e-11
C2^b^	341	FJ791047.1	*Helianthus annuus* retrotransposon HA7, complete sequence	2e-18
F15^c^	744	EU362851.1	Ambrosia asymptomatic virus 2 UKM-2007 isolate05TGP00321.Bad4 ORF1–2 gene, partial cds	6e-54
G16^a^	328	FJ791047.1	*Helianthus annuus* retrotransposon HA7, complete sequence	4e-21
H9^c^	249		No hits	NA
I9^a^	550	D85597.1	*Oryza australiensis* retrotransposon RIRE1 DNA	7e-08
I18^c^	447		No hits	NA
J8^a^	300	FJ791047.1	*Helianthus annuus* retrotransposon HA7, complete sequence	2e-11
L2^c^	643	JN021935.1	*Helianthus annuus* cutivar HA383 clone BAC 0516M24, complete sequence	4e-43
M2^b^	829	GQ367282.1	*Helianthus petiolaris* isolate 94XPET9 retrotransposonTy3/gypsy-like reverse transcriptase-like gene,partial sequence	1e-95
M8^c^	454		No hits	NA
O2^a^	360		No hits	NA

The best match is shown as the putative identity for each sequence. E-value was regarded as significant if <1e-10. NA indicates the absence of significant data.

a Features that were chosen by PCA.

b Features that were found to have low signal strength for *E. purpurea*.

c Features whose signal strength correlated significantly with the content of lipophilic metabolites.

Additionally, two other features could also be related to retrotransposon sequences. Feature L2 [EMBL: HF585710] matched to the sequence of a bacterial artificial chromosome (BAC) clone. Interestingly, 74% of this feature sequence was found to be 76% identical to the sequence of a BAC clone that was found between a *copia*- and a *gypsy*-like retrotransposon. However this fragment did not have its own identity. While for feature F15 [EMBL: HF585704], 74% of the sequence was found to be 70% identical to an open reading frame (ORF) 1–2 gene of an Ambrosia asymptomatic virus. Further, feature B17 [EMBL: HF585702] corresponded to an uncharacterized cDNA sequence and the other six remaining features were not recognized as known DNA sequences or proteins [EMBL: HF585700, HF585701, HF585706, HF585708, HF585712, HF585713] **(** **Table 3** **)**.

It is important to take into account that among these 14 features there was more than one feature that showed specificity to the same species, implying that among these 14 features there are some of them that have the same patterns of variation across the 27 genotypes. 

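Signal strength of I9 and A8 had r = 0.88 and rho = 0.90 over the 27 genotypes, and I9 and O2 had r = 0.80 and rho = 0.83 (each adjusted p = 2e-05 from the permutation test, where the smallest value it can give before adjustment is 1e-05). Without pal 275 and pur plot 10009, the genotypes farthest from the median of I9, r was 0.89 with A8 and 0.81 with O2 (permutation p = 1e-05 for both). For I9 and A8, r within species was 0.67 in E. angustifolia (n = 7, exact permutation p = 0.0976), 0.96 in E. pallida (n = 7, exact permutation p = 0.000595) and 0.87 in E. purpurea (n = 6, exact permutation p = 0.0347). For I9 and O2 it was 0.59 (n = 7, exact permutation p = 0.16), 0.83 (n = 7, exact permutation p = 0.03) and 0.97 (n = 6, exact permutation p = 0.00139). Within the runs of 11 and 8 genotypes, I9 and A8 had r = 0.89 and 0.88 (permutation p = 0.00048 and 0.00528). I9 and O2 had r = 0.59 and 0.48 within these runs, and neither was past 0.05 (permutation p = 0.0554 and 0.232). After quantile normalization, r fell to 0.33 for I9 and A8 and to 0.35 for I9 and O2 (adjusted permutation p = 0.118 for both). No correlation was adjusted for the median ratio of the hybridizations before scaling, so that its share in these values stays open. For M8 and H9, r over the 27 genotypes was 0.48 (permutation p = 0.0124, adjusted p = 0.0124) and rho was 0.15 (permutation p = 0.452). The E. purpurea genotypes stood apart from the others in H9, so that r was also computed in each of these groups. It was 0.55 in E. purpurea (n = 6, exact permutation p = 0.224) and -0.39 in the 21 other genotypes (permutation p = 0.0812, rho = -0.36, permutation p = 0.114). Within the other species, r was -0.66 in E. angustifolia (n = 7, exact permutation p = 0.107) and 0.37 in E. pallida (n = 7, exact permutation p = 0.427). Within the runs of 11 and 8 genotypes it was -0.52 and -0.28 (permutation p = 0.102 and 0.309).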

Pearson bivariate correlation performed among the 14 features **(data not shown)**, indicated that there were positive significant correlations between I9 and A8 (r = 0.85, P<0.01), between I9 and O2 (r = 0.83, P<0.01), and between M8 and H9 (r = 0.7, P<0.01). It is important to note that although these features were highly correlated may not necessarily imply that they possess high sequence similarity. However, A8, H9 and O2 were eliminated from the set of polymorphic features since I9 and M8 could explain most of the variation found in them.

Based on the above analysis, only 11 features were selected to perform a second hierarchical cluster **(** **Figure 5** **)**. 

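On the 11 features B15, B17, C2, F15, G16, I9, I18, J8, L2, M2 and M8, the 27 genotypes formed 11 clusters at a height of 5, of which 6 held a single genotype. The number ranged from 4, without scaling or with complete linkage, to 17, with the features standardized.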

A comparison of this new dendrogram with the original one constructed with the full set of features **(** **Figure 1** **)** indicated that the clustering of the 27 genotypes was consistent with the major clusters obtained with the full data set. For instance, the *E. purpurea* genotypes could be clearly differentiated from the other species in the new dendrogram as found in the original. Similarly, all *E. paradoxa* genotypes were found in a single cluster (Cluster 4) and in addition four of the seven *E. pallida* genotypes were found in Cluster 1. Consequently, it may be inferred that these 11 features are the most discriminatory features for fingerprinting of these 27 genotypes.

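On these features the E. purpurea genotypes lay in 5 clusters and none was shared with another species. Without scaling and with complete linkage they lay in 3 clusters, and all 3 held other species. The lines pur plot 10009 and pur purpurea were joined, and the 4 other lines each stood alone. The 6 lines did not form a branch of their own. The line pur 307 joined genotypes of other species at a height of 7.02, and the smallest branch with all 6 lines was the whole dendrogram. On the log2 scale and with standardized features, all 6 lines formed a branch without any other genotype, at heights of 11.0 and 18.5.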

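The E. paradoxa genotypes lay in 2 clusters on the 11 features. The 3 var. neglecta lines were in a cluster of 12 genotypes, with 4 E. angustifolia and 5 E. pallida lines, and px-px 301 and px-px 321 were joined with ang plot 9. In the authors' table all 5 E. paradoxa lines shared a cluster with ang plot 9, and formed a branch of their own at a height of 2.69. The 5 E. pallida lines in the cluster of 12 were pal 290, pal 296, pal 315, pal Hula dancer and pal plot 5.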

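The mean squared distance between E. purpurea and the other genotypes was 1.59 times that within these groups on the 11 features and 2.15 times on all 283 features. On the log2 scale, where bright features weigh less, the ratio was 4.22 on the 11 features and 1.81 on all 283. The paper describes B15, C2 and M2, which are among the 11, by their low signal in E. purpurea on these samples, so that the ratios on the 11 features are not independent evidence. From the clusters on the 11 features, the paper proposes that they are the most discriminatory for these genotypes.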

**Figure 5:**
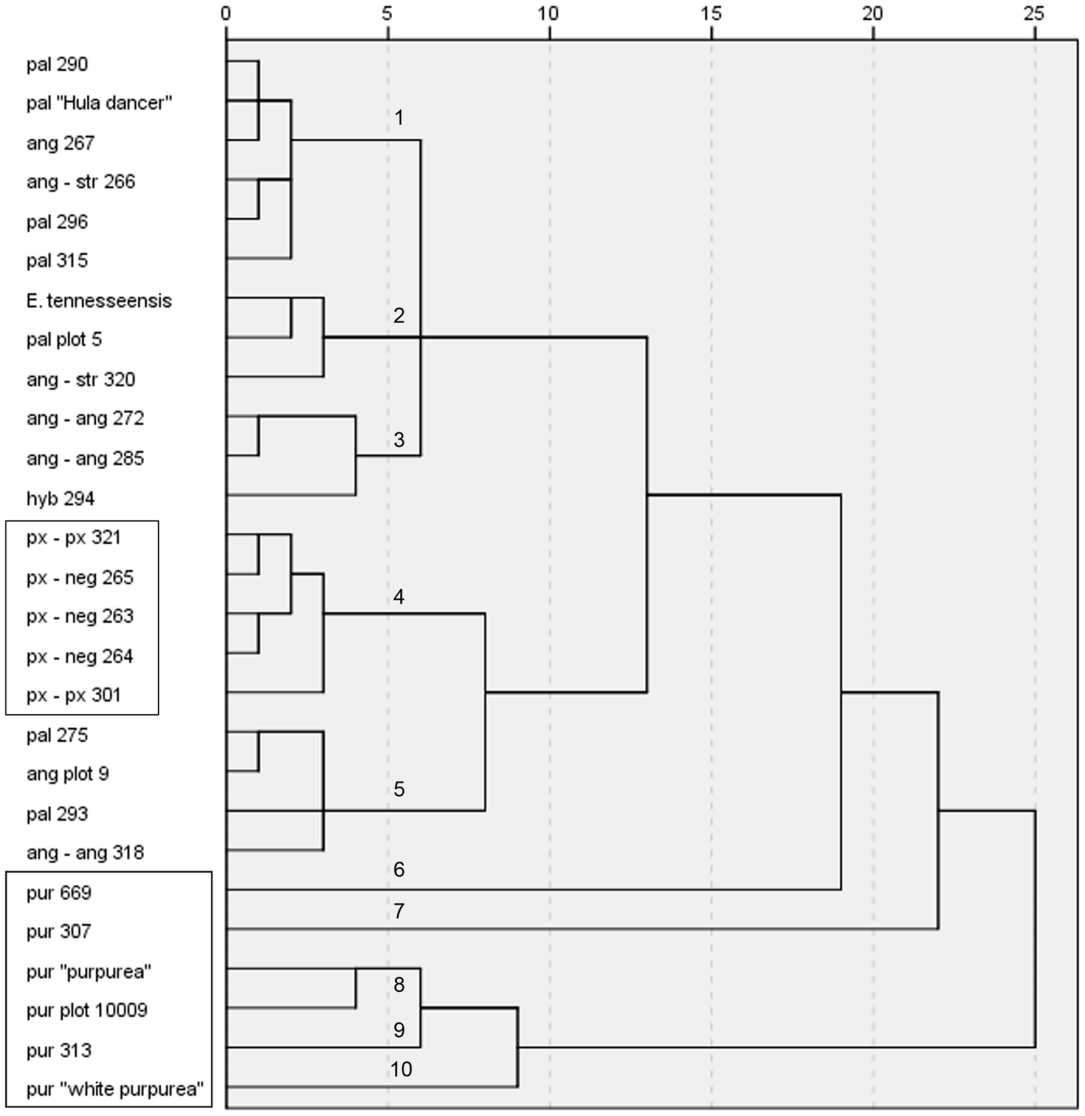
Dissimilarity dendrogram for the 27 genotypes using only the eleven most discriminatory features. The steps of the dendrogram (Squared Euclidian distance, between groups linkage) show the combined clusters and the values of the distance coefficients at each step; the values have been rescaled to numbers between 0 and 25, preserving the ratio of the distances between the steps. The equivalents of the abbreviated names used for each of the genotypes are shown in Table 1.

## Discussion

*Echinacea* are among the top 10 selling herbal medicines in the U.S. and Europe. In the U.S. alone, an annual sales of *Echinacea* products has been estimated to be from more than $200 to $300 million [2], [4]. However, this increase in the market has revealed problems in quality control. For instance, species misidentification remains problematic since there are many morphological similarities between species. We report the construction of an *Echinacea-*specific SDA capable to fingerprint closely related species and accessions of this genus. Furthermore, we discuss the usefulness of this SDA to assess genetic relationships among *Echinacea* species and highlight its ability to identify potential nuclear molecular markers that could assist in future phylogenetic analyses.

### Subtraction Efficiency

The subtraction technique was able to eliminate about 97% of common DNA sequences between the tester and the driver pool. This subtraction efficiency was higher than the 88% efficiency obtained for the *Salvia*-specific SDA [20] and identical to the one obtained for the prototype SDA for angiosperms [16], where 12 (3%) features were found to be positively hybridized to the driver DNA.

The subtraction efficiency of the *Echinacea*-specific SDA was higher than that obtained for the *Salvia*-specific SDA, possibly due the increase in the tester:driver ratio from 1∶30 to 1∶60. The (1∶30) ratio used in the *Salvia* study was also used for the angiosperm SDA subtraction [16] which effectively eliminated the common sequences between the tester (angiosperm) and driver (non-angiosperm). However, the *Echinacea* and *Salvia* subtractions were in a sense more stringent compared to the subtraction between angiosperm and non-angiosperm as these subtractions were performed at the genera level. Therefore, the sixty-fold excess of driver added during the *Echinacea* subtraction may have removed most of the sequences that were homologous between the *Echinacea* and driver pools resulting in 97% subtraction efficiency. It has been suggested earlier that a higher concentration of driver DNA will theoretically subtract the sequences that are partially homologous between the tester and driver, thus enriching for those highly specific sequences [26]. Comparatively, the thirty-fold excess of driver used in the *Salvia* study may have not been sufficient to eliminate such sequences resulting in only 88% subtraction efficiency. Consequently, future subtractions made at the genera level should be performed using a 1∶60 tester:driver ratio.

### Capacity of *Echinacea*-specific SDA to Fingerprint and Assess the Genetic Relationships among Twenty-seven *Echinacea* Lines

The two hierarchical clusters performed demonstrated the ability of the SDA to fingerprint closely related species and accessions (genotypes) within the species. For instance, it was possible to clearly differentiate *E. purpurea* and *E. paradoxa* from the other three species fingerprinted (**Figure 1** **and** **5**).

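Between the 5 E. paradoxa genotypes and the mean of E. angustifolia, E. pallida and E. purpurea, 1 of the 283 features passed an adjusted p of 0.05 in the limma fit, and 25 had an unadjusted p under 0.05. This feature was B15, with a log2 fold change of 0.69 (standard error 0.12, adjusted p = 0.000784). When E. purpurea, in which B15 was low, was left out of the comparison, a choice made after seeing the data, 0 features passed and the log2 fold change of B15 was 0.04 (adjusted p = 0.951). The number of features was 5 with background-corrected intensities.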

Additionally, the *Echinacea*-SDA was capable of fingerprinting genotypes that were not used in its construction. For instance, it was possible to fingerprint *E. angustifolia* (ang plot 9), *E. pallida* (pal plot 5 and pur plot 10009) and a hybrid of *E. paradoxa* var. *paradoxa* with *E. pallida* (hyb 294), even though they were not part of the original subtraction pool. For example, the *E. purpurea* plot 10009 genotype grouped with the other genotypes from the same species in both dendrograms (**Figure 1** **and** **5**). This indicates the broad applicability of this genera-specific SDA to fingerprint even those *Echinacea* genotypes that were not used in the construction process.

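Both hybridizations of pur plot 10009, which were made in 1 run, were nearest to each other. The nearest other genotype of both was pur purpurea, of which 1 hybridization was made in the same run. In the dendrogram on 283 features, pur plot 10009 was a single cluster within a branch of 5 E. purpurea genotypes and no others, from which only pur 307 was missing.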

Further, the hierarchical analyses generated (species were labeled on the basis of McGregor’s classification) provided better support to Binns’s classification for three primary reasons.

Firstly, *E. purpurea* was clearly differentiated from the other four species in the hierarchical cluster analyses performed with full set of features (**Figure 1**) and the one performed with the 11 most useful features (**Figure 5**). **Figure 1** shows a distance threshold of more than 20 between *E. purpurea* and the cluster that contains the other three species. This result agrees with the conclusions from Binns et al. [7] study where two major divergent taxa within *Echinacea* were found. In this classification, *E. purpurea* is the only member in the subgenus *Echinacea* and the subgenus *Pallida* included all other taxa.

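In the limma fit over the 27 genotypes, 107 of the 283 features differed between E. purpurea and the mean of E. angustifolia, E. pallida and E. paradoxa at an adjusted p under 0.05, with 61 higher and 46 lower in E. purpurea. The 3 largest changes with the same sign in both biological replicates were in K5, B15 and E3. In the limma fit the log2 fold change was -2.23 for K5 (standard error 0.16, adjusted p = 1.89e-11) and -1.33 for E3 (standard error 0.11, adjusted p = 2.09e-10). Over the alternatives it ranged from -2.84 to -1.50 for K5 and from -1.92 to -0.70 for E3. Signal strength of K5 was 4.10 ± 1.70 (SD, n = 6) in E. purpurea and 17.8 ± 4.23 (SD, n = 21) in the other genotypes. No spot of K5 reached the scanner's minimum ratio of 7 in any of the 12 E. purpurea hybridizations, so that K5 was at least 1.82-fold lower. This bound set the mean of the other species against the minimum or the value of K5 itself, whichever was higher, in each E. purpurea hybridization. E3 had no spot at this minimum in 11 of the 12, so that the fitted size of its difference is also uncertain. Of the 14 sequenced features, 6 were past the threshold, and 6 were also past it when adjusted over the list alone. The list was chosen by the study on these samples, so that this count is not independent evidence. The number of features past the threshold ranged from 77, without scaling, to 125, with background-corrected intensities. Without scaling all 77 were lower in E. purpurea, and the median log2 fold change of the 283 features was -0.48. With an equal mean 52 were higher and 58 lower. With the hybridization run as a block, 118 features were past the threshold and 96 of them were shared with the fit without it. In the dendrogram on all 283 features, pur 307 joined genotypes of other species at a height of 11.4, and the branch that held all 6 E. purpurea genotypes was the whole dendrogram.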

Secondly, there was no clear differentiation between the *E. pallida* and *E. angustifolia* genotypes. 

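Between the 7 E. pallida and the 7 E. angustifolia genotypes, 0 of the 283 features passed an adjusted p of 0.05 in the limma fit, and 16 had an unadjusted p under 0.05. With the hybridization run as a block, 2 features passed. In simulated data of the same size, the fit recovered 97.5% of 40 features changed by 1 on the log2 scale. Smaller changes were not simulated, so that this recovery says nothing about them. Of the 107 features called for E. purpurea, only 6 had a log2 fold change of at least 1 in either direction.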

As shown in **Figure 1** **and** **5**, the seven genotypes from each of these two species did not cluster as expected according to the species or varieties from which they belonged [8]. For instance in **Figure 1**, the *E. pallida* (PI631293 and PI631275) and *E. angustifolia* (PI 631318 and Plot 9) genotypes were found in cluster 2 which was clearly differentiated from cluster 3 and 4 that contained the other genotypes of these two species. 

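In the dendrogram on 283 features from the scanner values, none of pal 293, pal 275, ang-ang 318 and ang plot 9 shared a cluster with another. In the authors' table, pal 275 and pal 293 shared a cluster, and ang-ang 318 and ang plot 9 each stood alone. E. tennesseensis was joined with ang-str 320 from both sets of values, which come from the same hybridizations. All hybridizations of these genotypes were made in the same run, which held no others. A shared run may therefore contribute to their joining.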

Again, this result is more in agreement with Binns et al. [7] classification, where *E. angustifolia* is a variety of *E. pallida* which contains five varieties [*E. pallida* (Nutt.) Nutt. var. *angustifolia* (DC.) Cronq, *E. pallida* (Nutt.) Nutt. var. *pallida*, *E. pallida* (Nutt.) Nutt. var. *sanguinea* (Nutt.) Gandhi & R.D. Thomas, *E. pallida* (Nutt.) Nutt. var. *simulata* (McGregor) Binns, B.R. Baum, & Arnason and *E. pallida* var. *tennesseensis* (Beadle) Binns B.R.Baum, & Arnason].

Thirdly, the current results could not support the classification of *Echinacea* into varieties as suggested by McGregor [8]. McGregor recognized four varieties [*E. angustifolia* DC. **var.** ***angustifolia***, *E. angustifolia* DC. **var.** ***strigosa*** McGregor, *E. paradoxa* (Norton) Britton **var.** ***neglecta*** McGregor and *E. paradoxa* (Norton) Britton **var.** ***paradoxa***] of which only the genotypes belonging to *E. paradoxa* var. *neglecta* clustered together **(** **Figure 1** **)**. 

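The smallest branch that held all 3 var. neglecta lines also held 9 other genotypes on 283 features and 0 on the 11 features. On the 11 features this number was not stable, with 12 without replicate 1, 24 without replicate 2, 24 with the median of the sub-arrays and 12 with spots under 7 left out, an alternative chosen after seeing the data. On 283 features it was 13 without replicate 1, 17 without replicate 2, 2 with background-corrected intensities and 1 in the authors' table. Between var. neglecta (n = 3) and var. paradoxa (n = 2), 0 of the 283 features passed an adjusted p of 0.05 in the limma fit and 5 had an unadjusted p under 0.05. Between E. angustifolia var. angustifolia (n = 3) and var. strigosa (n = 2), 0 passed and 24 had an unadjusted p under 0.05. For this pair of varieties, 2 features passed when ang-str 266 was left out, and 1 passed with the hybridization run as a block. On simulated data with changes of 1 on the log2 scale, the fit recovered 85% of the changed features for the first pair and 75% for the second. Smaller changes were not simulated, so that smaller differences between varieties may have been missed.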

Comparatively, Binns recognized eight varieties [five of *E. pallida*, *E. atrorubens* (Nutt.) Nutt. **var.** ***atrorubens***, *E. atrorubens* (Nutt.) Nutt. **var.** ***paradoxa*** (J.B. Norton) Cronq. and *E. atrorubens* (Nutt.) Nutt. **var.** ***neglecta*** (McGregor) Binns, B.R. Baum, & Arnason]. However it was not possible to support this classification entirely since some of the taxa could not be included in this study (*E. atrorubens*, *E. laevigata*, *E. sanguinea* and E. *simulata*) due to quarantine restrictions.

Although most of the results explained above support the classification by Binns et al. [7], the SDA profile could not unequivocally support the division of *Echinacea* into four species or eight varieties due to the number of species used. Therefore, further studies that include all species are needed in order to elucidate the genetic relationships for all *Echinacea* species. To date, it has not been possible to reconstruct the genetic and evolutionary relationships of this genus. The main limitations are the population sampling and the use of techniques such as AFLP and Random Amplified Polymorphic DNA (RAPD) that make the assumption that co-migrating fragments are homologous, thus limiting its applications for phylogenetic analyses [10], [11], [27]. In addition, the use of chloroplast and nuclear loci, which are commonly used for phylogenetic studies, were unable to resolve the species level relationships due to the low levels of molecular divergence found in these loci [12]. SDA offers a good alternative for DNA-based phylogenetic analysis; however the results from this study provide an incomplete assessment of the phylogenetic relationship of the genus since not all the species were analyzed.

### Correlations between the Genetic and Chemical Profiles

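Signal strength of H9 was 20.6 ± 2.97 (SD, n = 6) in the E. purpurea genotypes and 12.6 ± 1.32 (SD, n = 21) in the others, and every E. purpurea genotype was above every other genotype (exact permutation test, two-sided, p = 3.38e-06). For L2 it was 43.7 ± 10.2 (SD, n = 6) and 26.7 ± 5.95 (SD, n = 21), with 4 of 6 E. purpurea genotypes above all others (exact permutation test, p = 3.04e-05). For M8 it was 110 ± 27.6 (SD, n = 6) and 87.8 ± 13.2 (SD, n = 21), with 2 of 6 above and 1 of 6 below all others (exact permutation test, p = 0.0243). The study chose H9, L2 and M8 on these samples, so that these tests are not independent evidence. In the limma fit, the log2 fold change was 0.73 for H9 (adjusted p = 1.98e-08), 0.72 for L2 (adjusted p = 0.000781) and 0.26 for M8 (adjusted p = 0.0757), so that M8 was not past 0.05 over the 283 features. The permutation test of M8 was also not past 0.05 in the fit without replicate 1 (log2 difference 0.15, exact permutation p = 0.266) and after quantile normalization (0.19, exact permutation p = 0.11). Without scaling of the hybridizations, H9 and L2 were not past 0.05 (log2 differences of 0.10 and 0.13, exact permutation p = 0.699 and 0.732). M8 was then lower in E. purpurea by a log2 difference of -0.27 (exact permutation p = 0.365). The median log2 fold change of the 283 features was -0.48 without scaling, so that this fall is not particular to H9, L2 and M8.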

The significant positive correlations found between the hybridization profiles of H9, L2 and M8 and the content of 2,4 diene alkamides in the accessions analyzed may be attributed to the fact that 2,4 dienoic acid unit is present in higher amounts in *E. purpurea* [6] and the signal strength of these features was relatively higher for *E. purpurea* genotypes. Therefore, these three features could serve as good markers for *E. purpurea*. However they may not be considered as potential markers for 2,4 diene alkamides since the signal strength and the relative abundance of the amides do not share a similar pattern of variation for all other species. The same problem was found for feature I18, where the signal strength of I18 has a similar pattern of variation as the relative content of amides 14 and 15 only for *E. angustifolia* var. *angustifolia* and not with the other species. Consequently, the significant correlations found could indicate that these loci may potentially be species-specific markers rather than markers linked to genes responsible for the production of these bioactive compounds.

It is important to note that even though this study used the same accessions as the metabolic profiling study [21], and sourced these accessions from the same germplasm collection, different plants were used for each study. Previous studies have found that populations and cultivars of *Echinacea* are genetically heterogeneous [27], [28]. Therefore, the fact that these two studies were performed on different plants may be a possible reason for the different patterns of variation among signal strength of the features and the relative content of the lipophilic metabolites. Previous studies have found that DNA molecular markers are useful for predicting the phytochemical concentration of *Echinacea* plants. AFLP DNA fingerprints were found to be statistically significant predictors of cichoric acid and dodeca-2E, 4E, 8Z, 10E/Z-tetraenoic acid isobutyl amide (amide 8 and 9) in cultivated *E. purpurea* and some related wild species [29]. In addition, RAPD markers were able to predict polyphenol content in aerial parts of *E. purpurea* [30]. However, to date, no study has performed a correlation analysis that includes all *Echinacea* species. Future studies could perform parallel chemical and molecular profiles with all the species in order to find if species-specific markers could also be associated to the production of bioactive compounds, since the abundance of the compounds varies greatly depending on the species [21].

### Sequence Identity of the most Interesting Features

Out of fourteen features sequenced, five corresponded to known retrotransposon loci and two others may be also related to retrotransposon sequences. Retrotransposons are mobile genetic elements which can be classified in two clearly separate groups, the long terminal repeat (LTR) retrotransposons and non-LTR retrotransposons [31]. Features C2, G16 and J8 matched to the same database entry, *Helianthus annuus* retrotransposon HA7 (FJ791047.1) which is a putative LTR [32]. Feature I9 and M2 also matched to LTR retrotransposons. Feature I9 had a good match to a retrotransposon named *RIRE1* (for Rice Retroelement; D85597.1) [33], while M2 significantly matched to a *Ty3/gypsy*-like LTR retrotransposon (GQ367282.1) [34]. LTR- retrotransposons have been found to be more prevalent in plant genomes (can comprise about 50% of the nuclear DNA) and have been found to play a major role in the expansion of the genome size [35]. For instance, it has been found that *RIRE1* caused an increase in size of about 11 Mb in *Oryza australiensis* [33]. The high abundance of LTR retrotransposons in the genome, their ubiquitous nature and their activity in creating genomic diversity by stably integrating large DNA segments into dispersed chromosomal loci, make this group of retrotransposons ideal for development as molecular markers [31]. Previous studies have found that it is possible to use retrotransposons for fingerprinting cultivated rice species [36], to obtain genomic diversity patterns of *Pisum* [37] and to elucidate the evolutionary events of three *Helianthus* hybrid species independently derived from two parental species [34]. The results obtained in the present study suggest that LTR retrotransposons are highly polymorphic in *Echinacea*; therefore the five loci that matched to known retrotransposons have the potential to become retrotransposon-based molecular markers useful for fingerprinting and studying diversity patterns in *Echinacea*.

Furthermore, the feature F15 significantly matched to an ORF 1–2 gene of an Ambrosia asymptomatic virus (EU362851.1). This virus specifically was identified as a badnavirus which belongs to the Caulimoviridae family [38]. Caulimoviridae are known to be plant pararetroviruses that replicate their genome through a process of reverse transcription [39]. There have been previous reports on plant viruses involving integration into the plant genome as part of their infection cycle [40]. Therefore, this could be a case of an ‘endogenous’ viral retroelement where after integration into the genome they evolve in a manner of a pseudogene accumulating inactivating mutations [41]. If the distribution of this pseudogene varies among the species of *Echinacea*, as the SDA results suggest, then the integration event could shed some light on how the different species diverged.

To the best of authors’ knowledge, this is the first time retrotransposon sequences have been used to fingerprint *Echinacea*. Five out of the eleven most discriminatory features matched to known retrotransposons which were found to discriminate among species and accessions of *Echinacea* (**Figure 5**). Moreover, if further analyses confirm that feature F15 is an endogenous virus whose sequence is polymorphic among the *Echinacea* species, then this feature could also become a potential molecular marker. Therefore, these six retroelements together with L2 feature, which matched to a sequence found between a *copia*- and a *gypsy*-like retrotransposons, could be employed to elucidate the relationships among the *Echinacea* species. For example, in *Helianthus annuus* L., it has recently been found that a vast majority of LTR retrotransposon insertions have likely occurred since the origin of this species; inferring that retrotransposons have played an important role in the evolution of this species [42]. *Helianthus* is in the same family (Asteraceae) as *Echinacea*; therefore it is likely that retrotransposon insertions have also contributed to *Echinacea* genome evolution. However, instead of using the entire array, specific primers could be developed for amplification of selected sequences within species. Then, isolation and sequence of these products could reveal which microstructural changes (insertion, deletion, inversion) are responsible for the segregation of these SDA features. Therefore, these sequences may lead to the development of nuclear molecular markers for sequence-based analyses which may provide a good alternative for a nuclear DNA-based phylogenetic analysis.

In summary, the efficient enrichment of specific sequences during subtraction (97%) made it possible to obtain a set of unique sequences for *Echinacea*. The *Echinacea*-SDA clearly differentiated *E. purpurea* from the other species; however no clear differentiation was observed between the *E. pallida* and *E. angustifolia* genotypes. Therefore, these results provided better support to the classification proposed by Binns et al. [7]. However, due to the limited number of species used in this study, it was not possible to unequivocally support the division of *Echinacea* into four species and eight varieties as proposed by this morphometric classification. Moreover, five retrotransposon sequences were identified to be polymorphic among the 27 genotypes, together with a possible endogenous pararetrovirus, which can be explored for phylogenetic analyses in the future.

## Supporting Information

Table S1 **Description of the angiosperm and non-angiosperm species used for DNA extraction and development of genome representations for preparing the** ***Echinacea*** **-specific SDA.**
(DOCX) Click here for additional data file.

# Supplementary material for: Subtracted Diversity Array Identifies Novel Molecular Markers Including Retrotransposons for Fingerprinting Echinacea Species
**Source:** PLoS One. 2013 Aug 5;8(8):e70347. doi: 10.1371/journal.pone.0070347
**Supplement:** Table S1 — Description of the angiosperm and non-angiosperm species used for DNA extraction and development of genome representations for preparing the Echinacea -specific SDA.

**Table S1.** Description of the angiosperm and non-angiosperm species used for DNA extraction and development of genome representations for preparing the *Echinacea*-specific SDA.

| **REPRESENTATIONS** |  | **SPECIES** |  |
| --- | --- | --- | --- |
| **NON ANGIOSPERMS**  **(25 species)** | *Adiantum raddianum*  *Azolla* sp.  *Blechnum chambersii*  *Blechnum fluviatile*  *Bryum billardieri*  *Catagonium nitens*  *Cyathea cooperi*  *Cyathophorum* sp.  *Dawsonia superba* | *Dicksonia antarctica*  *Equisetum hyemale*  *Ginkgo biloba*  *Grammitis billardieri*  *Hymenophyton flabellatum*  *Marchantia* sp.  *Microsorum pustulatum*  *Polystichum proliferum*  *Racopilum cuspidigerum v*ar.c*onvolutaceum* | *Riccardia eriocaula*  *Selaginella* sp.  *Sphagnum australe*  *Sticherus tener*  *Thuidium* sp.  *Weymouthia* *cochlearifolia*  *Wollemia nobilis* |
| **MAGNOLIIDS**  **(6 species)** | *Cinnamomum verum*  *Houttuynia cordata* | *Illicium anisatum*  *Magnolia denudate* | *Nymphaea gigantea*  *Peumus boldus* |
| **MONOCOTS**  **(23 species)** | *Acorus calamus*  *Acorus gramineus*  *Aloe vera*  *Bambusa beecheyana*  *Bletilla striata*  *Coix lacryma-jobi*  *Colocasia esculenta*  *Curcuma longa* | *Dioscorea polystacha*  *Fritillaria thunbergii*  *Iris domestica* (syn. *Belamcanda chinensis*)  *Iris versicolor*  *Lilium longiflorum*  *Lomandra longifolia*  *Ophiopogon japonicus*  *Pinellia cordata* | *Polygonatum multiflorum*  *Ruscus aculeatus*  *Serenoa repens*  *Trachycarpus fortunei*  *Zea mays*  *Zephyranthes sp.*  *Zingiber officinale* |
| **EUDICOTS NOT PLACED IN EITHER THE ROSIDS OR**  **ASTERIDS SUBCLADES**  **(19 species)** | *Aconitum carmichaelii*  *Aquilegia* sp.  *Berberis fortunei* (syn. *Mahonia fortunei*)  *Berberis japonica* (syn. *Mahonia japonica*)  *Buxus sempervirens* | *Chelidonium majus*  *Clematis hexapetala*  *Clematis montana*  *Clematis serratifolia*  *Clematis songarica*  *Dianthus caryophyllus*  *Dianthus superbus* | *Eschscholzia californica*  *Grevillea robusta*  *Gypsophila oldhamiana*  *Hamamelis virginiana*  *Phytolacca acinosa*  *Ranunculus* sp.  *Rumex crispus* |
| **ROSIDS**  **(33 species)** | *Abutilon theophrasti*  *Agrimonia eupatoria*  *Agrimonia pilosa*  *Albizia julibrissin*  *Alchemilla xanthochlora*  *Althaea officinalis*  *Armoracia rusticana*  *Astragalus membranaceus*  *Baptisia tinctoria*  *Allocasuarina* sp.  *Catha edulis* | *Citrus aurantium*  *Citrus reticulata*  *Crataegus monogyna*  *Dichroa febrifuga*  *Filipendula ulmaria*  *Firmiana simplex*  *Glycyrrhiza glabra*  *Glycyrrhiza uralensis*  *Gynostemma pentaphyllum*  *Humulus lupulus*  *Hypericum perforatum* | *Isatis tinctoria*  *Oenothera biennis*  *Oenothera odorata*  *Oxalis pes-caprae*  *Passiflora edulis*  *Pelargonium sp.*  *Poncirus trifoliata*  *Rosa rugosa*  *Ruta graveolens*  *Sophora flavescens*  *Urtica dioica* |
| **ASTERIDS**  **(37 species)**  **Excluding Asteraceae** | *Angelica archangelica*  *Angelica dahurica*  *Bacopa monnieri*  *Camellia sinensis*  *Centella asiatica*  *Coffea arabica*  *Digitalis purpurea*  *Forsythia suspensa*  *Glechoma hederacea*  *Hedeoma pulegioides*  *Hyssopus officinalis*  *Ilex paraguariensis*  *Impatiens* sp. | *Leonourus sibiricus*  *Leonurus cardiaca*  *Lycium barbarum*  *Melissa officinalis*  *Mentha × piperita*  *Mentha arvensis var. piperascens*  *Malinv. ex L. H. Bailey*  *Mentha pulegium*  *Mentha spicata*  *Nepeta cataria*  *Perilla frutescens*  *Plantago major*  *Platycodon grandiflorus* ‘Apoyama’ | *Prunella vulgaris*  *Sambucus nigra*  *Scrophularia nodosa*  *Scutellaria lateriflora*  *Stachys officinalis*  *Symphytum* *officinale*  *Thymus vulgaris*  *Valeriana officinalis*  *Verbascum thapsus*  *Vitex agnus-castus*  *Withania somnifera* |

How the deposited data were processed for this re-analysis (not part of the article)

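Genomic DNA of 27 Echinacea genotypes was hybridized to the Echinacea-specific Subtracted Diversity Array, with 2 biological replicates (hybridizations) per genotype and 5 sub-arrays per hybridization. The genotypes were assigned to species and variety from the sample labels and Table 1 of the paper. The label of 1 E. purpurea line gave a PI number that is not in Table 1, and this line was taken as pur 307. Among the E. purpurea lines of Table 1, no other label names pur 307 or Double Decker. The paper names Double Decker as excluded when it counts the genotypes fingerprinted. The numbers of the biological replicates were taken from the names of the deposited files, since the labels list both replicates of a genotype together.

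The authors scanned the slides with the green (Cy3) laser and quantified the spots with ScanArray Express, with the adaptive circle method. The intensities in the scanner output are, as deposited, the mean brightness of each spot and the median of its local background, with neither background subtraction nor normalization. The signal-to-noise ratio of each spot was given by the authors' scanner software and was deposited without normalization between slides. In 12 of the scanner outputs this ratio was deposited by the authors with decimal commas, and these cells, recorded as a score because of the commas, were read after the comma was replaced by a point. In all feature spots with a ratio of at least 1, the ratio equaled the median intensity over the standard deviation of the local background within 1%, so that the ratio rises when the background becomes more even and not only when the spot becomes brighter. The paper states that local background was subtracted during quantitation and that the data were normalized with the LOWESS function. Neither step is part of the ratio in the scanner output. The authors' table gives 1 ratio per feature and genotype, which the authors obtained by averaging the sub-arrays, normalizing across slides and averaging the biological replicates. The paper's text does not name the kind of normalization across slides. The means of the columns of this table lie between 20.0 and 20.7 and their medians between 9.82 and 12.6.

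The scanner software marked spots that it did not find (6548 of 81000), spots with a ratio under 7 (18571) and the remaining spots (55881). The mark for a ratio under 7 is set by the value itself. Leaving out marked spots was therefore read as leaving out the spots that were not found. This reading was decided after the data were first compared with the authors' table and before any test was run, and leaving out spots under 7 as well was added as an alternative. Of the ways of averaging compared, keeping all spots and scaling to an equal mean came closest to the authors' table, with 78.2% of values within a log2 difference of 0.05, against 68.1% when spots not found were left out with an equal mean. The equal median and the leaving out of marked spots were kept as set before the data were examined, with marked spots read as described. With spots not found left out and an equal median, 35.8% of values lay within this difference. No spot was found for 135 of the 15282 values of a feature in a hybridization, and 3132 of these values had no spot with a ratio of at least 7. The median ratio was 1.74 for the DMSO control spots, 2.03 for actin and 2.25 for vector, against 15.9 for the feature spots (median over hybridizations of the median feature spot). The 54 hybridizations lay on 31 slides in 9 hybridization runs. Of these, 2 were scanned at a PMT gain of 55%, while the paper states 50% for the slides.

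The ratios of the spots found were averaged over the sub-arrays, scaled so that each hybridization had the same median over the 283 features, and averaged over both biological replicates. Species and varieties were compared on the log2 scale with limma (version 3.58.1 in R 4.3.3), with lmFit, contrasts of species means and eBayes, 1 value per genotype and Benjamini-Hochberg adjustment over the 283 features at 0.05. All groups shared the estimate of the spread. The fits were tested on simulated data in which 40 of 283 features were changed by 1 on the log2 scale. Single features were compared with exact two-sided permutation tests of the mean log2 value, and correlations with two-sided permutation tests of 100000 resamples, or exact ones within groups of fewer than 10 genotypes. Dendrograms used average linkage between groups on squared Euclidean distances, with the last step set to 25 and clusters read at 5. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The features named are the 14 that the paper sequenced and, for each comparison between groups, the 3 with the largest log2 fold change among those past 0.05 with the same sign in each biological replicate alone. Features O12 and C19 are outside this rule and are named after their values were seen, O12 because of its score on the first component and its spread between replicates, and C19 because it had no spot at the scanner's minimum ratio in any E. purpurea hybridization.

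The alternatives set before the data were examined were the authors' table, scaling to an equal mean, no scaling, quantile normalization, background-corrected intensities (normexp with an offset of 50), all spots kept, the median of the sub-arrays and each biological replicate alone. For limma they also included the replicate number as a block with the genotype as a random block, dim features left out, only the groups compared, the hybridization run as a block and each genotype of the smaller groups left out. For dendrograms, components and correlations they included the log2 scale, complete linkage, standardized features and the covariance matrix. Genotypes as observations, run on the covariance matrix, were also included. Spots under 7 left out, the median ratio before scaling as a covariate, E. purpurea left out of the comparison of E. paradoxa, feature O12 left out, and nearest hybridizations sought only in other runs were chosen after seeing the data, as was the correlation of features over the genotypes other than E. purpurea. The hybridizations of the pooled DNA and the metabolite contents were not used here. With 2 hybridizations per genotype and 1 to 7 genotypes per species, the number of arrays limits the precision of all values.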

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

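The fit with the median ratio before scaling as a covariate was chosen only after the data had been seen, and the other tests in this part were set before.

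The paper discusses 14 sequenced features, and the limma fit between E. purpurea and the other species also called 101 features that it does not discuss. The largest differences among these were in K5 and E3, which are outside the features the paper names. The log2 fold change of K5 was -2.23, with -2.09 in biological replicate 1 alone and -2.44 in replicate 2 alone. That of E3 was -1.33, with -1.19 and -1.51. Signal strength of E3 was 4.29 ± 0.80 (SD, n = 6) in E. purpurea and 10.7 ± 1.56 (SD, n = 21) in the others, and E3 had no spot at the scanner's minimum ratio in 11 of 12 E. purpurea hybridizations and in 3 of 38 of the other species compared. E3 and K5 are thus dim in E. purpurea, and the fitted sizes of both differences rest on values below the scanner's minimum there. Over the alternatives the log2 fold change ranged from -2.84 to -1.50 for K5 and from -1.92 to -0.70 for E3. All 6 E. purpurea genotypes were below all 21 others in both features, with the highest at 6.23 against 8.60 for K5 and at 5.32 against 8.46 for E3.

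Technical explanations for the called features as a whole were weighed. Of 100 splits of the genotypes into groups of the same sizes, only the real split gave as many called features (1 of 100), and the largest count in another split was 0, so that a random split of the genotypes is excluded. With the hybridization run as a block, 96 of the 107 called features stayed called, which argues against the run as the whole cause. The E. purpurea hybridizations had lower ratios before scaling. With this ratio as a covariate 86 stayed called, which argues against dimmer hybridizations as the whole cause, although the split changed to 46 higher and 55 lower. What stays open is the direction of the smaller differences, since the scaling sets where no change lies. A difference in DNA content between E. purpurea and the other species may lie behind the large differences, which is a hypothesis found and tested on the same data.

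No genotype stood out from its own species in the measures tested. Of 68 groups of genotypes (17 measures in 4 species), 0 had a genotype farther from the rest than chance allows at 95%, where 3.4 were expected by chance.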

How the results depend on the processing

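Results with spots under 7 left out, with the median ratio before scaling as a covariate, with E. purpurea left out of the comparison, with feature O12 left out and with only hybridizations of other runs compared were chosen only after the data had been seen. Of 592 values under an alternative, 494 kept their direction and their side of the threshold or moved by less than the limit set for them. These were 259 of 331 values that answer a comparison and 235 of 261 values of single features. Of the remaining single-feature values, 5 kept their direction and were no longer past 0.05. The cause of the changes below was not tested, except where named. The lower E. purpurea values of B15, C2 and M2 stayed past 0.05 in all the alternatives run.

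Features called between E. purpurea and the other species numbered 77 to 125 over the alternatives. The scaling moved their direction. The main values gave 61 higher and 46 lower, the authors' table 50 and 58, an equal mean 52 and 58, spots under 7 left out 52 and 65, and no scaling 0 and 77, with 46 features shared with the main values. Without replicate 1 there were 80, of which 77 were shared, and without replicate 2 there were 89, of which 83 were shared. Between E. paradoxa and the other species, where 1 feature was called, the count was 0 without scaling, with only the groups compared and with E. purpurea left out, 3 with quantile normalization and 5 with background-corrected intensities. It ranged from 1 to 3 when a replicate or genotype was left out. Between E. pallida and E. angustifolia 2 features were called with the run as a block, against 0. Between var. angustifolia and var. strigosa 1 was called with the run as a block, and 0 to 2 when a replicate or genotype was left out, with 2 without ang-str 266.

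The replicate numbers did not pair the hybridizations. Over 351 pairs of genotypes the correlation of the deviations of same-numbered hybridizations had a median of -0.0087 (-0.83 to 0.55), and 72 pairs were above 0.1. With the replicate number as a block, 115 features were called for E. purpurea and 5 for E. paradoxa, and no call appeared in the other comparisons.

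On 283 features the 17 clusters became 5 without scaling and 7 with complete linkage. The largest branch of E. purpurea alone, with 5 genotypes, held 3 with the authors' table, an equal mean, no scaling, all spots kept, the median of the sub-arrays, the log2 scale, complete linkage or standardized features, and 3 to 5 with a replicate left out. The largest branch of E. paradoxa alone, with 3 genotypes, held 5 with the authors' table. On 11 features the 11 clusters became 4 without scaling, 4 with complete linkage and 17 with standardized features. There the largest branch of E. purpurea alone, with 4 genotypes, held 2 without scaling, with the median of the sub-arrays or with spots under 7 left out, and 2 to 3 with a replicate left out. That of E. paradoxa, with 3, held 5 with the authors' table, 1 on the log2 scale or with standardized features, and 1 to 2 with a replicate left out.

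The first component, at 93.7%, took 94.7% with quantile normalization, 95.2% with background-corrected intensities, 93.5% with the median of the sub-arrays, 94.0% with spots under 7 left out, 93.6% on the covariance matrix, 95.9% on the log2 scale, 94.4% without O12, and 91.6% to 91.7% with a replicate left out. With genotypes as observations, also on the covariance matrix, it took 48.2%, since this removes the mean of each feature. The second, at 2.63%, took 1.74% with quantile normalization, 2.15% with background-corrected intensities, 1.26% on the log2 scale, 14.0% with genotypes as observations, 2.13% without O12, and 2.60% to 3.14% with a replicate left out.

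Without scaling the median log2 fold change of the 283 features moved to -0.48, so that lower values there are not particular to single features. The log2 differences of H9 and L2 in E. purpurea fell to 0.10 and 0.13 without scaling and were no longer past 0.05. That of M8, at 0.29, was -0.27 without scaling, 0.19 with quantile normalization, 0.16 with background-corrected intensities and 0.24 with spots under 7 left out, none past 0.05, and 0.15 to 0.40 with a replicate left out. That of I18 in var. angustifolia was 0.29 to 0.64 with a replicate left out, and was not past 0.05 without replicate 2.

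The correlation of G16 and J8, at 0.50, was 0.074 with the authors' table, 0.19 with an equal mean, -0.18 with quantile normalization, 0.27 with background-corrected intensities, 0.35 with spots under 7 left out and 0.13 to 0.31 with a replicate left out, none past 0.05. With quantile normalization, I9 and A8 had 0.33, I9 and O2 had 0.35, and M8 and H9 had 0.36. The correlation of M8 and H9 over all 27 genotypes, at 0.48, was 0.24 with background-corrected intensities, 0.35 with spots under 7 left out, 0.37 on the log2 scale and 0.25 to 0.50 with a replicate left out.

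The log2 fold change between E. purpurea and the other species changed sign in 9 of the 14 sequenced features, of which only O2 was called. Without scaling it was -0.43 for A8, -0.49 for F15, -0.41 for G16, -0.40 for I18, -0.37 for I9, -0.27 for M8 and -0.0033 for O2, where the median of all features also moved to -0.48. With quantile normalization it was -0.18 for A8 and -0.15 for I9, and with the covariate -0.057 for A8, -0.026 for G16 and -0.047 for I9. With only the groups compared it was 0.057 for B17 and 0.012 for J8. For F15 it was -0.046 with the authors' table, -0.0086 with all spots kept and -0.035 with the run as a block, and for G16 -0.0054 with the run as a block. For I18 it was -0.0027 with background-corrected intensities. With a replicate left out it ranged from -0.18 to 0.13 for B17 and from -0.10 to 0.21 for F15.

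Signal over background limits the dim features. Of 15282 values of a feature in a hybridization, 3132 had no spot at the scanner's minimum ratio, and 2 of the 107 called features, K5 and C19, had no such spot in any E. purpurea hybridization. For K5 only a bound can be given. C19, named here after its values were seen, also had none in 37 of 38 hybridizations of the other species compared, so that no bound can be given and its call lies below the scanner's minimum in both groups.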

Differences from the paper's values

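Spots under 7 left out and feature O12 left out were chosen only after the data had been seen, and the other alternatives in this part were set before the data were examined.

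The paper gives 10 clusters at a height of 5 on the 283 features, and the scanner values gave 17. The authors' table (12), an equal mean (14), background-corrected intensities (14) and complete linkage (7) came within the limit of the paper's number. No scaling (5), quantile normalization (17), all spots kept (17), the median of the sub-arrays (17), replicate 2 alone (16), replicate 1 alone (21), the log2 scale (25) and standardized features (23) did not.

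On the 283 features, the first E. purpurea genotype joined another species at a height of 11.4, against about 24 in Fig. 1, read by eye. Quantile normalization (18.4), replicate 2 alone (19.1), the log2 scale (19.2) and standardized features (21.7) came within the limit, as did spots under 7 left out (17.9) and O12 left out (17.6), which were chosen after seeing the values. The authors' table (11.5), an equal mean (12.3), no scaling (0.765), background-corrected intensities (10.3), all spots kept (12.2), the median of the sub-arrays (10.8), replicate 1 alone (8.72) and complete linkage (4.65) did not.

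On the 11 features, this height was 7.02, against about 19 in Fig. 5, read by eye. Quantile normalization (15.5), the log2 scale (25) and standardized features (25) came within the limit. The authors' table (10.5), an equal mean (7.56), no scaling (0.412), background-corrected intensities (11.7), all spots kept (7.26), the median of the sub-arrays (6.66), each replicate alone (7.24 and 8.83) and complete linkage (2.03) did not.

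The paper gives r = -0.004 for G16 and J8, not significant, and r was 0.50 here. All the alternatives set before differed in sign or by more than the spread between replicates. In the authors' table r was 0.074 and not past 0.05 (adjusted permutation p = 0.715), and r was also not past 0.05 with an equal mean (0.19), quantile normalization (-0.18), background-corrected intensities (0.27) and each replicate alone (0.13 and 0.31).

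For M8 and H9 the paper gives r = 0.7 over the genotypes, and r over all 27 genotypes was 0.48 (permutation p = 0.0124). Spearman's rho was 0.15 (permutation p = 0.452), and r was 0.085 without pur 313 and pur white purpurea (permutation p = 0.689). No scaling (0.83) came within the limit. The authors' table (0.48), an equal mean (0.43), quantile normalization (0.36), background-corrected intensities (0.24), all spots kept (0.49), the median of the sub-arrays (0.46), each replicate alone (0.25 and 0.50) and the log2 scale (0.37) did not.

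H9 in pur 313 was about 1.4 times that in pur 307 in Fig. 3, read by eye, and 1.52 times here, which is within the limit. The authors' table (0.70) and no scaling (0.57) were not.

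The paper places all E. paradoxa genotypes in a cluster of their own on the 283 features. They lay in 3 clusters here, and in 1 cluster without other species in the authors' table. On the 11 features they lay in 2 clusters, and in 1 cluster with ang plot 9 in the authors' table. With an equal mean on the 11 features, and without scaling on both sets, they lay in 1 cluster shared with other species. The paper states that the var. neglecta genotypes grouped together on the 283 features, and the smallest branch with all 3 held 9 other genotypes here and 1 in the authors' table. The paper shows all E. purpurea genotypes apart from the other species in both dendrograms. On the 283 features pur 307 joined other species before the 5 other lines. On the 11 features the 6 lines formed a branch of their own only on the log2 scale and with standardized features.

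Of the 6 features that the paper chose on the first component, 5 were among the 6 with the highest score here, where O12 took the place of O2. On the covariance matrix O2 was among the 6 and J8 was not. Without O12, a choice made after seeing the values and the paper's list, the 6 were those of the paper, while the number of clusters stayed at 17. The paper describes B15, C2 and M2 as features with low means, and they ranked 67, 34 and 18 by mean among the 283 features. The paper describes M8 as higher in E. purpurea. The limma fit did not call it (adjusted p = 0.0757), nor did limma in any of the alternatives run, and the exact permutation test over the same genotypes gave p = 0.0243. The paper gives the highest I18 to the var. angustifolia genotypes. They ranked 2, 3 and 5 of 27 here, below pur white purpurea and with pur 307 between them. With background-corrected intensities all 3 were above the 24 other genotypes, and in the authors' table and with the median of the sub-arrays all 3 were above the 17 other lines with PI numbers. The paper places pal 275, pal 293, ang-ang 318 and ang plot 9 in 1 cluster on the 283 features, and each stood alone here.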

Other observations

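The tests on the columns of pur 307 and pur 313, on feature O12, on B15 in E. paradoxa and on the distance between hybridizations of 1 run over all 54 and of 1 slide were chosen only after the results had been seen, and the other tests in this part were set before.

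In the authors' table, the values of pur 307 and pur 313 did not follow the scanner values of the same genotypes. Each column followed the scanner values of the other genotype, with a lower r of 0.998 for these 2 columns across features, so that an exchange of the columns is a candidate explanation. H9 was 17.1 in pur 307 and 12.0 in pur 313 in the authors' table, a ratio of 0.70 of pur 313 to pur 307, and 16.9 and 25.7 in the scanner values, a ratio of 1.52. In Fig. 3, read by eye, H9 is higher in pur 313, as in the scanner values with an equal median. Without scaling this ratio was 0.57 in the scanner values too. The median ratios before scaling were higher in pur 307 (16.3 and 23.4) than in pur 313 (9.27 and 5.62), so that the unscaled value cannot decide between the names. In the other settings compared, the ratio from the scanner values lay between 1.17 and 1.93, on the side of Fig. 3. This comparison rests on H9 alone in a figure read by eye, so that which source carries the right name stays open. Both lines are E. purpurea, so that comparisons between species are not affected. No biological explanation was tested.

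Feature O12 had the largest variance across genotypes, and uneven background around its spots may explain its first place by variance and its spread between replicates. The standard deviation of its local background ranged from 7.86 to 612 between hybridizations, with a median of 19.8 and 7 hybridizations above 100, while its mean intensity stayed between 1305 and 4157. In px-neg 263, the ratio was 40.2 and 128 in the 2 hybridizations, the intensity 2957 and 3222, and the background standard deviation 608 and 30.3. In background-corrected intensities, 149 of the 283 features differed more between the replicates than O12 did. Its variance across genotypes still ranked 4 there, so that a high variance remains without the background in the measure. Between ratio and background-corrected intensity, 274 of 283 features differed less between replicates in the intensity. The features chosen on the first component were the 6 of the paper when O12 was left out. Whether O12 was in the set that the paper plotted cannot be told apart from a lower score of O12 there, since both would leave the same 6. The caption of Fig. 2 gives all 283 features, and O12 had the third highest score (20.3) in the authors' table, while in Fig. 2, read by eye, only the 6 chosen features lie that far out.

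Hybridizations of different genotypes were nearer to each other within a run than between runs, by a log2 distance of -0.68 over all 54 (permutation p = 1e-04, the smallest value that 10000 permutations can give) and -0.54 within E. pallida and E. angustifolia (permutation p = 0.0179). A shared run may therefore contribute to the mixing of these species in the dendrogram and to the small distance between replicates on 1 slide. Within runs, hybridizations of different genotypes were also nearer on 1 slide than on different slides over all 54, by -0.32 (13 against 133 pairs, permutation p = 0.0202), and by -0.39 within E. pallida and E. angustifolia (3 against 31 pairs, permutation p = 0.115). A shared slide may thus add to a shared run. In the replicates themselves slide and run coincide, since all 10 genotypes on 1 slide were also in 1 run. A shared slide as the whole cause is argued against by the replicates on 2 slides, of which 4 of 34 hybridizations were nearest to their own genotype, more than under permutation. This excess was not found with an equal mean (2), without scaling (3) or with quantile normalization (0), and was larger with background-corrected intensities (8), on the log2 scale (5) and with the median of the sub-arrays (5). The genetic similarity of the species stays open as an untested explanation of the mixing. No feature was called between E. pallida and E. angustifolia in the fit without the run, and 16 had an unadjusted p under 0.05. With the hybridization run as a block, 2 were called and 32 had an unadjusted p under 0.05. The splits were drawn for the fit without the run. With a count of 0 any split gives as many (100 of 100), so that the splits decide nothing here. The largest count in another split was 13.

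For the 1 feature called between E. paradoxa and the other species, 7 of 100 splits, the real one included, gave as many. The largest count in another split was 24. These splits also moved E. purpurea genotypes between the groups, so that they cannot tell whether the call is due to chance. The call, of B15, came from the low B15 in E. purpurea, which is part of the mean compared. Its log2 fold change of 0.69 fell to 0.04 when E. purpurea was left out. Against E. angustifolia and E. pallida alone, B15 was not called (adjusted p = 0.951 from limma).

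The first component followed the mean signal strength of a feature, with r = 0.9998, and the mean log2 value with r = 0.843. After the mean of each feature was removed, the first component took 48.3% of the variation that was left. This is a share of another total than the share with the means, so that the comparison set before does not test brightness.

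The 11 chosen features were compared with 10000 random sets of 11. On the linear scale used for the dendrograms, 76.7% of random sets kept E. purpurea apart at least as well, with a median ratio of 2.15, so that any set of 11 features may serve as well there. On the log2 scale 2.72% did, with a median of 1.72. The 11 include B15, C2 and M2, which the paper describes by their low signal in E. purpurea on these samples. This favors the 11 over random sets, so that the value on the log2 scale is no evidence for them. The single clusters of E. purpurea genotypes, 4 of 6 genotypes in the main values, might come from a few bright features, since the 10 brightest of the 283 held 70.4% of the squared distance between them. The same features held 61.5% between all genotypes, so that a high share is not particular to E. purpurea. On the log2 scale all 6 genotypes formed single clusters, but 24 of the 25 clusters there were single, so that this decides nothing about a few bright features. Differences between the plants of E. purpurea lines stay open as an untested explanation.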
